# Nrf2 Regulates Granuloma Formation and Macrophage Activation during Mycobacterium avium Infection via Mediating Nramp1 and HO-1 Expressions

**DOI:** 10.1128/mBio.01947-20

**Published:** 2021-02-09

**Authors:** Masayuki Nakajima, Masashi Matsuyama, Mio Kawaguchi, Takumi Kiwamoto, Yosuke Matsuno, Yuko Morishima, Kazufumi Yoshida, Mingma Sherpa, Kai Yazaki, Hajime Osawa, Masafumi Muratani, Yukio Ishii, Nobuyuki Hizawa

**Keywords:** granuloma, HO-1, Nramp1, Nrf2, macrophages, nontuberculous mycobacteria

## Abstract

Nrf2 is a redox-sensitive transcription factor that is thought to be important in protection against intracellular pathogens. To determine the protective role of Nrf2 in the host defense against Mycobacterium avium complex (MAC), both wild-type and *Nrf2*-deficient mice were intranasally infected with MAC bacteria. *Nrf2*-deficient mice were highly susceptible to MAC bacteria compared with wild-type mice. There were no significant changes in the levels of oxidative stress and Th1 cytokine production between genotypes. Comprehensive transcriptome analysis showed that the expressions of Nramp1 and HO-1 were much lower in the infected lungs, and the expression of Nramp1 was especially lower in alveolar macrophages of *Nrf2*-deficient mice than of wild-type mice. Electron microscopy showed that many infected alveolar macrophages from *Nrf2*-deficient mice contained a large number of intracellular MAC bacteria with little formation of phagolysosomes, compared with those from wild-type mice. Treatment with sulforaphane, an activator of Nrf2, increased resistance to MAC with increased lung expression of Nramp1 and HO-1 in wild-type mice. These results indicate that Nramp1 and HO-1, regulated by Nrf2, are essential in defending against MAC infection due to the promotion of phagolysosome fusion and granuloma formation, respectively. Thus, Nrf2 is thought to be a critical determinant of host resistance to MAC infection.

## Abstract (precis)

Nontuberculous mycobacteria (NTM) are an important cause of morbidity and mortality in pulmonary infections. Among them, Mycobacterium avium complex (MAC) is the most common cause of pulmonary NTM disease worldwide.

## INTRODUCTION

Nontuberculous mycobacteria (NTM) are ubiquitous bacteria that live in the natural environment, such as soil and water. Some NTM are able to cause human disease, and among them, Mycobacterium avium complex (MAC) is the most common causative organism of human NTM disease. MAC diseases are classified into disseminated and pulmonary diseases based on their clinical features. Disseminated MAC disease occurs in patients with impaired systemic immunity, such as AIDS (1, 2). Th1 immune responses, particularly the interleukin 12 (IL-12)/gamma interferon (IFN-γ) axis, are thought to be pivotal host factors in protection against disseminated MAC disease, because patients who have insufficient immune responses involving the IL-12/IFN-γ axis or patients who have IFN-γ autoantibodies often develop disseminated and extrapulmonary MAC disease (2–4).

MAC is also the most common cause of pulmonary NTM (PNTM) disease, and the incidence and prevalence of pulmonary MAC disease are increasing worldwide (5, 6). Pulmonary MAC disease often occurs in patients with a preexisting pulmonary disease. However, it is also frequently seen in otherwise healthy patients, with a predilection for slender, postmenopausal women. Furthermore, aging is related to PNTM disease regardless of sex (7). These findings suggest that host factors are associated with the development and progression of pulmonary MAC disease. However, unlike the IL-12/IFN-γ axis in disseminated MAC disease, host susceptibility factors have not been explained in pulmonary MAC disease.

Nuclear erythroid 2 p45-related factor (Nrf2) is a redox-sensitive transcription factor that regulates the expression of antioxidant and detoxification genes (8, 9). A defect of Nrf2 in mice enhances susceptibility to severe airway inflammation, chronic obstructive pulmonary disease, pulmonary fibrosis, asthma, and infection (10, 11). Thus, Nrf2 is associated with host defense against many kinds of stimuli, including infection. In the case of infection with intracellular bacteria, Nrf2 also plays an important role enhancing host resistance to these infections, such as Salmonella enterica serovar Typhimurium infection and tuberculosis (12–14). However, the role of Nrf2 in the pathogenesis of MAC diseases remains unclear.

In the present study, the role of Nrf2 in the development of MAC infection was elucidated by performing comprehensive transcriptome analysis using Nrf2-deficient (*Nrf2*^−/−^) mice. Interestingly, Nramp1 and HO-1 were found to be the key determinants of susceptibility and of inflammatory responses to MAC bacteria as downstream molecules of Nrf2.

## RESULTS

### Susceptibility to MAC is enhanced in mice lacking Nrf2.

To assess the effects of Nrf2 on susceptibility to MAC, survival of wild-type and *Nrf2*^−/−^ mice following MAC infection was evaluated. The survival rate following infection was significantly lower in *Nrf2*^−/−^ mice than in wild-type mice (Fig. 1A). Mycobacterial burden was then evaluated in wild-type and *Nrf2*^−/−^ lungs following MAC infection. Acid-fast bacilli were most prominently observed in macrophages and granulomatous lesions of *Nrf2*^−/−^ lungs but rarely observed in wild-type lungs 2, 4, and 8 months after infection (Fig. 1B). Organ CFU measurement showed elevated mycobacterial counts in lungs, livers, and spleens of *Nrf2*^−/−^ mice relative to those in wild-type mice 2 months after MAC infection (Fig. 1C). These results indicate that mice lacking Nrf2 are highly susceptible to MAC infection.

**FIG 1:**
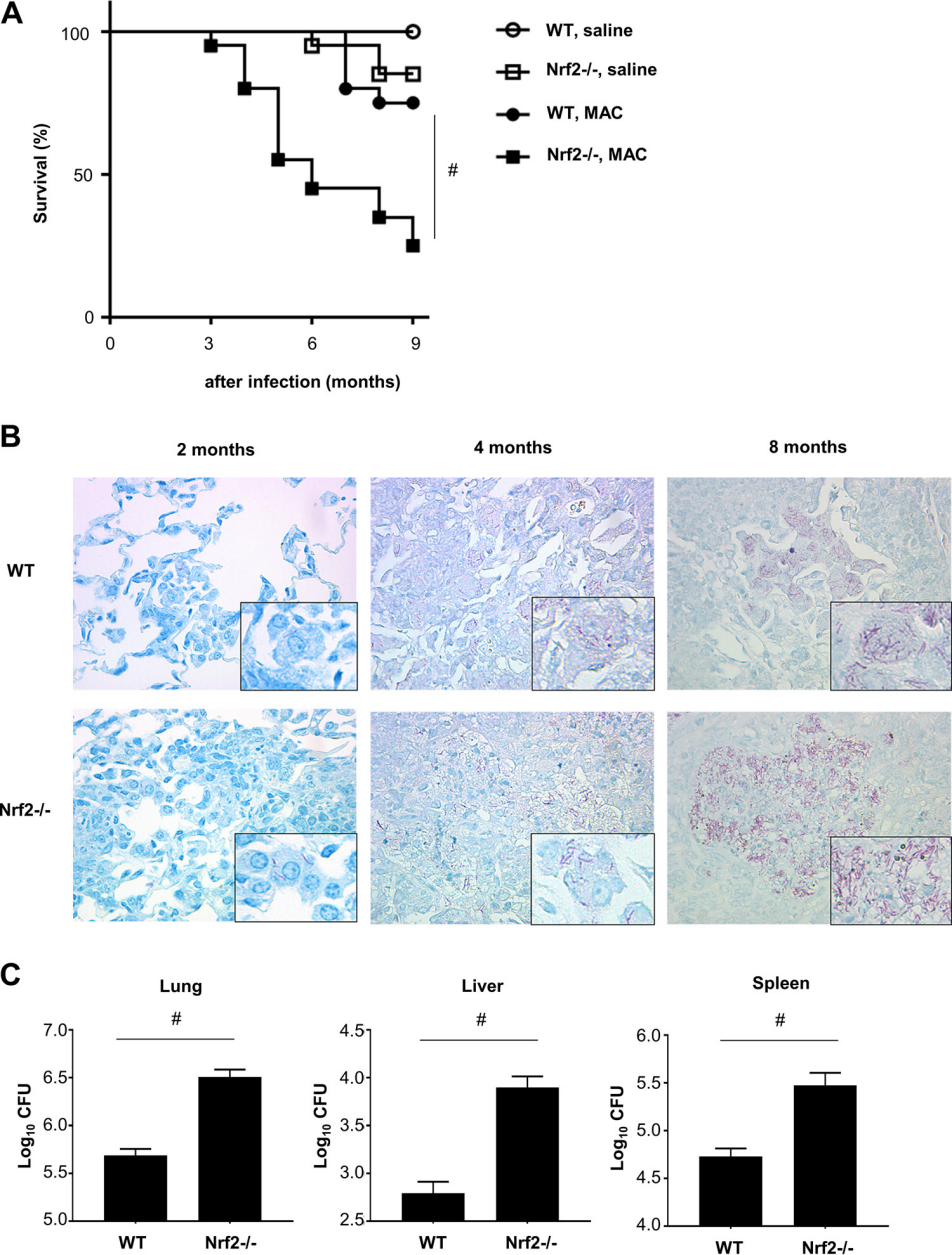
Susceptibility to MAC is regulated by Nrf2. (A) Survival of wild-type and *Nrf2*^−/−^ mice after intranasal inoculation of 1 × 10^7^ CFU of MAC bacteria or saline (*n* = 20 in each group). (B) Representative photographs of the lungs from wild-type and *Nrf2*^−/−^ mice 2, 4, and 8 months after intranasal inoculation of 1 × 10^7^ CFU of MAC. Ziehl-Neelsen staining was used. Magnification, ×400. (Insets) Acid-fast bacilli at higher magnifications. (C) Mycobacterial outgrowth in the lungs, spleens, and livers of wild-type and *Nrf2*^−/−^ mice 2 months after intranasal inoculation of 1 × 10^7^ CFU of MAC. The results are expressed as CFU per organ. The experiments were performed in duplicate with eight mice in each group. Differences between *Nrf2*^−/−^ mice and wild-type mice after MAC infection were significant (#, *P* < 0.05). Data are means and SEM.

### Granuloma formation after MAC infection regulated by Nrf2.

Pulmonary inflammation and granuloma formation are the characteristic pathological findings of mycobacterial infection. Therefore, the degree of pulmonary inflammation and granuloma formation after MAC infection was investigated in both genotypes of mice. Inflammatory cell infiltration was observed in peribronchial and perivascular regions in both wild-type and *Nrf2*^−/−^ mice 2 months after MAC infection. However, the degree of the inflammation was not different between genotypes at that time point (Fig. 2A). No abnormal findings were observed in saline-administered controls (Fig. 2A). Correspondingly, the number of inflammatory cells in bronchoalveolar lavage (BAL) fluid was not significantly different between wild-type and *Nrf2*^−/−^ mice 2 months after MAC infection, although the number of BAL-recovered inflammatory cells, particularly neutrophils, increased in both genotypes at that time point (see Fig. S1 in the supplemental material).

**FIG 2:**
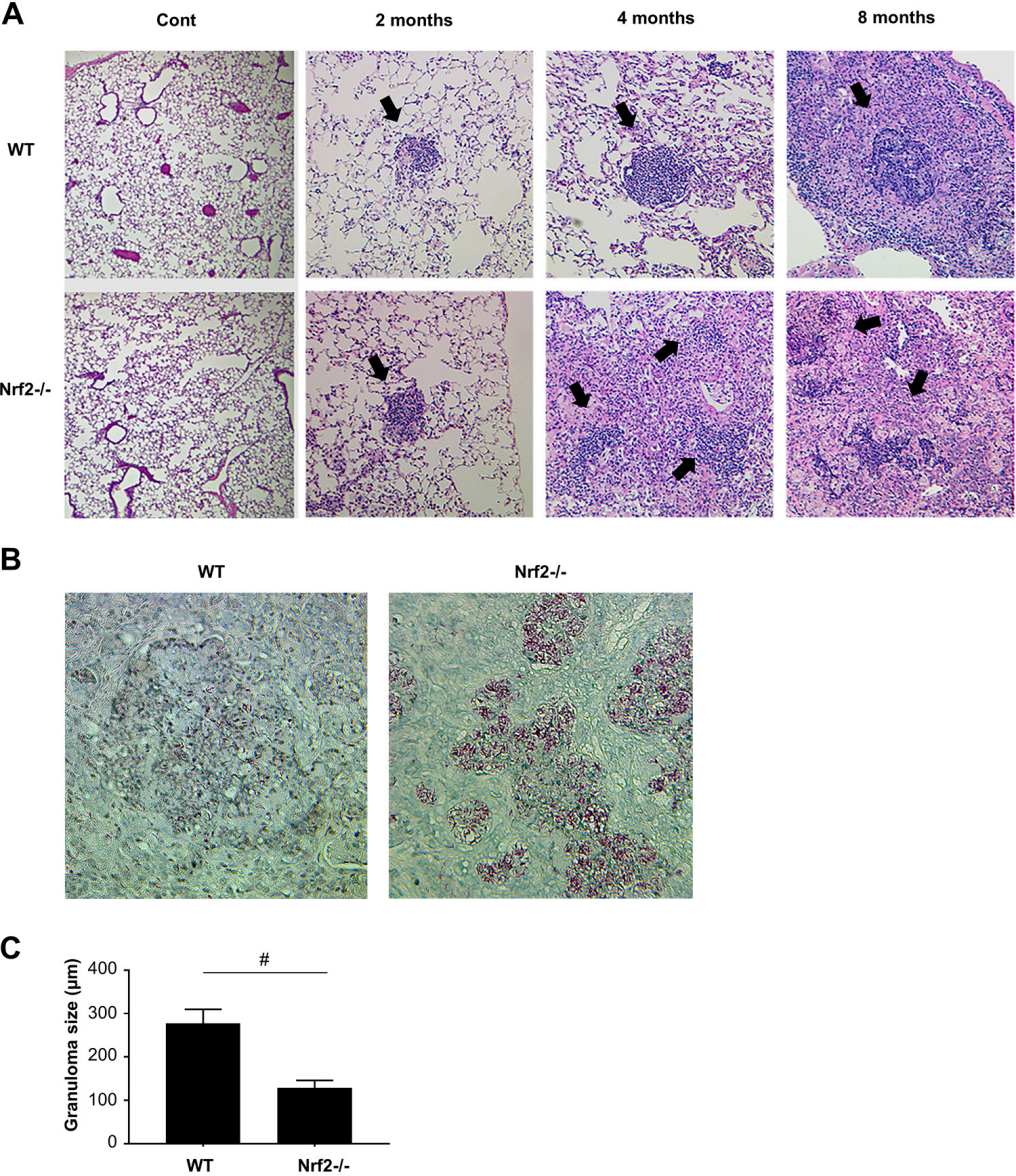
Granuloma formation after MAC infection is regulated by Nrf2. (A) Representative microphotographs of the lungs from wild-type and *Nrf2*^−/−^ mice 2, 4, and 8 months after intranasal inoculation of 1 × 10^7^ CFU of MAC or saline (Cont). The organized granulomas are indicated by closed arrows. Hematoxylin-and-eosin staining was used. Magnification, ×200. (B) The relationship between MAC bacteria and granulomas in the lungs of wild-type and *Nrf2*^−/−^ mice 8 months after MAC infection. Ziehl-Neelsen staining was used. Magnification, ×400. (C) The size of granulomas in the lungs of wild-type and *Nrf2*^−/−^ mice 8 months after MAC infection. All experiments were performed in duplicate with four mice in each group. The difference between *Nrf2*^−/−^ mice and wild-type mice after MAC infection was significant (#, *P* < 0.05). Data are means and SEM.

10.1128/mBio.01947-20.1 FIG S1 The number of cells in bronchoalveolar lavage fluid is not altered by Nrf2 following MAC infection. The numbers of total cells, neutrophils, macrophages, and lymphocytes in bronchoalveolar lavage fluids of wild-type and *Nrf2*^−/−^ mice 2 months after intranasal inoculation of 1 × 10^7^ CFU of MAC or saline (Cont). All experiments were performed in duplicate with four mice in each group. *, significant difference between infected mice and uninfected mice (*P* < 0.05). Data are means and SEM. Download FIG S1, TIF file, 1.1 MB. Copyright © 2021 Nakajima et al. 2021 Nakajima et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Small-granuloma formation was observed in the lungs of both wild-type and *Nrf2*^−/−^ mice 2 months after MAC infection (Fig. 2A). Granulomas were mature and organized in the lungs of wild-type mice 4 and 8 months after MAC infection (Fig. 2A). However, granulomas were disorganized, and inflammatory cells were dispersed around the granulomas in the lungs of *Nrf2*^−/−^ mice at that time point (Fig. 2A). Ziehl-Neelsen staining showed that mycobacteria were located within the granuloma in wild-type mice, whereas the mycobacteria were spread outside the granuloma to the inflammatory lesions in *Nrf2*^−/−^ mice 8 months after MAC infection (Fig. 2B). The granulomas in the lungs of wild-type mice were significantly larger than those in *Nrf2*^−/−^ mice 8 months after MAC infection (Fig. 2C). These results indicate that formation and maturation of granulomas following MAC infection are regulated by Nrf2.

### Th1 immunity was not altered between genotypes following MAC infection.

Th1 immunity plays a central role in protection against intracellular pathogens. Therefore, lung Th1 cytokine expression was assessed in wild-type and *Nrf2*^−/−^ mice 2 months after MAC infection. Lung IFN-γ, IL-12, and tumor necrosis factor alpha (TNF-α) expression levels increased in all MAC-infected mice, but there was no significant difference between genotypes (Fig. S2A). Next, the production of IFN-γ was assessed in CD4-positive T cells obtained from lungs of wild-type and *Nrf2*^−/−^ mice to evaluate the contribution of CD4-positive T cells to Th1 cytokine production. IFN-γ-producing CD4-positive T cells increased in the lungs of all mice after MAC infection (Fig. S2B). However, there was no significant difference between genotypes. These results show that Th1 cytokines and production of Th1 cytokines by CD4-positive T cells are induced in both genotypes, regardless of expression of Nrf2 in MAC-infected lungs.

10.1128/mBio.01947-20.2 FIG S2 Th1 cytokine expression is not altered by Nrf2 following MAC infection. (A) Expressions of TNF-α, IL-12, and IFN-γ in the lung of wild-type and *Nrf2*^−/−^ mice 2 months after intranasal inoculation of 1 × 10^7^ CFU of MAC (solid bars). Control mice were administered saline (open bars). (B) The proportion of IFN-γ-producing cells in CD4-positive cells obtained from lungs of wild-type and *Nrf2*^−/−^ mice 2 months after intranasal inoculation of 1 × 10^7^ CFU of MAC or saline (Cont). Representative plots (left) and mean values among four samples (right) are shown. Experiments were performed in duplicate with four mice in each group. *, significant difference between infected mice and uninfected mice (*P* < 0.05). Data are means and SEM. Download FIG S2, TIF file, 2.5 MB. Copyright © 2021 Nakajima et al. 2021 Nakajima et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Oxidative stress levels were not different between genotypes following MAC infection.

To evaluate whether oxidative stress is related to the susceptibility to MAC infection in *Nrf2*^−/−^ mice, the levels of 8-hydroxy-2′-deoxyguanosine (8-OHdG), a DNA oxidative stress marker, were measured in the lungs of wild-type and *Nrf2*^−/−^ mice that were infected or with MAC bacteria or uninfected. Although 8-OHdG-positive cells were increased 2 months after MAC infection, there was no difference between genotypes (Fig. S3A). Approximately 80% of cells were positive for 8-OHdG in infected lung tissues from both strains of mice (Fig. S3B). Oxidative stress was also assessed using the TBARS (thiobarbituric acid-reactive substances) assay, a commonly used screening assay for lipid peroxidation (malondialdehyde), in the lungs of both genotypes 2 months after infection. Although the levels of TBARS were increased by infection, there was no significant difference between wild-type and *Nrf2*^−/−^ mice lungs (Fig. S3C). These findings suggest that oxidative stress is not likely to account for the increased susceptibility observed in *Nrf2*^−/−^ mice during pulmonary MAC infection.

10.1128/mBio.01947-20.3 FIG S3 The level of oxidative stress is not altered by Nrf2 following MAC infection. (A) Representative immunohistochemistry images of the lungs from wild-type and *Nrf2*^−/−^ mice 2 months after intranasal inoculation of 1 × 10^7^ CFU of MAC or saline (Cont), stained with an antibody against 8-hydroxy-2′-deoxyguanosine (8-OHdG). (B) Proportion of 8-OHdG-positive cells obtained from lungs of wild-type and *Nrf2*^−/−^ mice 2 months after intranasal inoculation of 1 × 10^7^ CFU of MAC or saline (Cont). (C) TBARS were measured in the lungs from wild-type and *Nrf2*^−/−^ mice 2 months after intranasal inoculation of 1 × 10^7^ CFU of MAC or saline (Cont), as a marker of oxidative stress, expressed in micromolar concentrations of TBARS. Experiments were performed in duplicate with four mice in each group. *, significant difference between infected mice and uninfected mice (*P* < 0.05). Data are means and SEM. Download FIG S3, TIF file, 2.9 MB. Copyright © 2021 Nakajima et al. 2021 Nakajima et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### RNA-seq analyses showed several differentially expressed genes between genotypes following MAC infection.

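The 12 lung samples formed 4 groups of 3, namely uninfected wild-type (WTC), uninfected *Nrf2*-/- (KOC), infected wild-type (WTI) and infected *Nrf2*-/- lungs (KOI). The mice were BALB/c females aged 8 to 12 weeks, and the mutant allele had been crossed onto BALB/c for 9 generations. Wild-type mice were purchased, and the paper does not say that the mutants were their littermates or came from the same source. Genotype and source of the mice therefore cannot be told apart. Infection was by 10000000 CFU given intranasally in 50 µl of saline, and the infected lungs were taken after 2 months. Controls were given 50 µl of saline, and the RNA-seq methods do not state when their lungs were taken. *Nfe2l2*, the gene that encodes Nrf2, separated the genotypes in every library. Its normalized counts were 1315, 1205 and 1263 in WTC, 1541, 1447 and 1255 in WTI, 481, 474 and 471 in KOC and 429.8, 462 and 430.1 in KOI. These counts cover the whole annotated gene, and they do not show which part of the targeted allele gave the reads in the mutant lungs. In wild-type lungs, infection raised *Acod1*, whose product makes itaconate in activated macrophages, by a log2 fold change of 6.39 (SE 0.46, adjusted p = 3.88e-08 from edgeR's quasi-likelihood test), with the standard error as SE. The T-cell attracting chemokine gene *Cxcl9* rose by 6.36 (SE 0.40, edgeR adjusted p = 1.26e-08) and the ubiquitin-like gene *Ubd* by 6.30 (SE 0.38, edgeR adjusted p = 7.25e-09). *Fabp1*, which encodes a fatty acid carrier, fell to 1 read over WTI from 56 over WTC, 66.6-fold lower with an exact binomial 95% interval of 11.5 to 2680 for counting error alone (edgeR adjusted p = 3.19e-05). In *Nrf2*-/- lungs, infection raised *Nos2*, the inducible nitric oxide synthase gene, by 4.86 (SE 0.26, edgeR adjusted p = 6.93e-08). The mycobacterial glycolipid receptor gene *Clec4e* rose by 4.42 (SE 0.35, edgeR adjusted p = 5.85e-07). The chitinase-like gene *Chil3* fell by 4.39 (SE 0.42, edgeR adjusted p = 2.82e-06) and the heat shock gene *Hspa1a* fell by 4.24 (SE 0.40, edgeR adjusted p = 2.42e-06). Of 2479 genes tested, 1191 were higher and 1111 lower in WTI than in WTC at an adjusted p under 0.05, and 979 were higher and 923 lower in KOI than in KOC. Because the genes had been preselected for a difference among the 4 groups, these shares do not describe the lung transcriptome.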

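The authors aligned the reads to mm10 and counted them per gene in CLC Genomics Workbench 10.1.1. They compared groups with its Empirical Analysis of DGE tool, at an FDR of 0.01 or less and a fold change of 2 or more. The authors' deposited table gives read counts only for genes past the authors' ANOVA filter, with a largest FDR of 0.04988 and a fold change of at least 2. It does not give the reads of the other genes, so the library totals were estimated from the authors' weighted differences of proportions. The estimated totals were 5538845 to 6878832 reads in WTC (median 5540719) and 5826680 to 6806325 in KOC (median 6691131). They were 5646054 to 6950594 in WTI (median 5869371) and 6727089 to 9113482 in KOI (median 7456424). The genes analysed held 19.6% to 23.65% of these reads. Their counts were scaled by TMM and tested with edgeR's quasi-likelihood test in 1 model of the 4 groups, after a filter on low counts that kept 2479 genes. TMM assumes that most genes do not change, which these preselected genes do not meet in the infection comparisons. Since the preselection removed most genes, the Benjamini-Hochberg adjustment was made for 49585 genes, the number implied by the p-values and FDR values of the paper's Table S1. The comparisons, most alternative settings and the gene lists were chosen before the data were examined, except that the genes and fold changes of Table S1 had been read by then. The paper's methods give rRNA depletion and a directional kit for the libraries, whereas the sample descriptions also name a poly-A purification kit and a stranded mRNA kit. The paper does not state whether each sample came from a separate mouse, so the p-values measure the spread between samples.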

To understand the detailed mechanisms explaining why *Nrf2*^−/−^mice have high susceptibilities to MAC infection, transcriptome sequencing (RNA-seq) of lungs was performed using wild-type and *Nrf2*^−/−^ mice with or without MAC infection. There were 79 differentially expressed (DE) genes between the lungs of wild-type mice and those of *Nrf2*^−/−^mice infected with MAC bacteria, with significant differences (false discovery rate [FDR]-adjusted *P < *0.01) and with >2-fold changes (*n* = 3 each); 36 and 43 mRNAs were significantly up- and downregulated, respectively, in the MAC-infected lungs of *Nrf2*^−/−^ mice compared with those of wild-type mice (Table S1).

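Of the interferon-induced oligoadenylate synthetase genes, *Oas1a*, *Oas1g* and *Oas1b* were lower in KOI than in WTI. *Oas1a* had 0 reads in KOI and 604 in WTI, at least 260-fold lower against a floor of 3 reads over the group. *Oas1g* had 0 reads against 285, at least 123-fold lower. *Oas1b* had a log2 fold change of -2.06 (SE 0.19, adjusted p = 3.12e-05 from edgeR's quasi-likelihood test). These 3 genes lie in 1 gene cluster on chromosome 5 (120812635 to 120907521). They were lower in the mutant without infection too. *Oas1a* had 1 read in KOC and 114 in WTC, *Oas1g* 0 against 23, and *Oas1b* a log2 fold change of -2.67. *Slc7a11*, which encodes the cystine importer that feeds glutathione synthesis, was lower by 1.63 (SE 0.22, edgeR adjusted p = 0.00297). Over the other settings *Slc7a11* had an adjusted p of 9.06e-13 to 0.114, and it did not pass at 0.114 by limma on quantile-normalized counts. The mycobacterial glycan receptor gene *Clec4n* was lower by 1.59 (SE 0.21, edgeR adjusted p = 0.0029). Other settings gave *Clec4n* an adjusted p of 2.78e-07 to 0.069, and it did not pass at 0.069 with only the 2 groups compared. The complex I subunit gene *Ndufs5* was lower by 1.55 (SE 0.21, edgeR adjusted p = 0.00297), the Polycomb-related gene *Sfmbt2* by 1.87 (SE 0.20, edgeR adjusted p = 0.000245) and the histone gene *Hist1h2bm* by 2.68 (SE 0.36, edgeR adjusted p = 0.00294). Among the genes higher in KOI, the secretory vesicle GTPase gene *Rab3d* had 46.5 ± 10.8 normalized counts (SD, n = 3) in WTI and 394 ± 30.7 in KOI, a log2 fold change of 3.07 (SE 0.16, edgeR adjusted p = 6.84e-08). *Mgl2*, a lectin gene of alternatively activated macrophages, was higher by 1.85 (SE 0.22, edgeR adjusted p = 0.00109). The splicing factor gene *Mfap1a* was higher by 2.32 (SE 0.19, edgeR adjusted p = 1.11e-05), *Erdr1* by 2.23 (SE 0.16, edgeR adjusted p = 1.15e-06) and the Wnt inhibitor gene *Trabd2b* by 1.10 (SE 0.15, edgeR adjusted p = 0.00319). Of these genes, *Ndufs5*, *Sfmbt2*, *Rab3d*, *Mgl2*, *Mfap1a* and *Erdr1* also passed in the same direction between uninfected genotypes. *Slc7a11*, *Clec4n*, *Hist1h2bm* and *Trabd2b* did not pass there. At an adjusted p under 0.05, 24 genes were higher and 53 lower in KOI than in WTI. At the paper's thresholds of an FDR of 0.01 and a 2-fold change, 7 were higher and 26 lower. Of the 79 genes of Table S1, 69 were analysed here and 68 were tested, and all 68 had the direction of the table. At an adjusted p under 0.05, 52 of them passed, 17 of 30 higher and 35 of 38 lower. The table was drawn from these same samples, so this is not independent evidence. The split of 24 and 53 became 39 and 34 with DESeq2's size factors and 22 and 26 by limma on quantile-normalized counts. Without WTI library 07, 08 or 09 it was 6 and 30, 7 and 33, or 38 and 61. Leaving out KOI library 10 or 12 gave 10 and 26, or 10 and 30. At the paper's thresholds the higher genes numbered 3, 3, 13 and 3 without WTI library 07, 08, 09 and KOI library 10. The lower ones there numbered 9, 12, 7 and 6 without WTI library 07, 08 and KOI library 10, 12. The 52 genes of Table S1 became 29, 32 and 30 without WTI library 07, 08 and KOI library 10.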

10.1128/mBio.01947-20.7 TABLE S1 Seventy-nine differentially expressed (DE) genes in the MAC-infected lungs of *Nrf2*^−/−^ mice compared with those of wild-type mice. Download Table S1, XLSX file, 0.01 MB. Copyright © 2021 Nakajima et al. 2021 Nakajima et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

To visualize gene expression under various conditions, a heat map was created using these 79 genes (Fig. 3). 

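*Rab3d* already differed between the genotypes without infection, at 69.2 ± 7.5 normalized counts (SD, n = 3) in WTC and 421 ± 16.8 in KOC. The log2 fold change was 2.60 (SE 0.16, adjusted p = 2.75e-07 from edgeR's quasi-likelihood test). *Aox3*, an aldehyde oxidase gene, showed the opposite order, with 1217 ± 49.7 in WTC, 375 ± 92.5 in KOC, 961 ± 130.3 in WTI and 353 ± 67.2 in KOI. It was lower in the mutant by 1.70 (SE 0.17, edgeR adjusted p = 3.18e-05) without infection and by 1.44 (SE 0.17, edgeR adjusted p = 0.00085) with it. *Ido1*, which encodes a heme-dependent enzyme that breaks down tryptophan, rose with infection from 5.3 ± 2.8 to 104 ± 8.9 in wild-type lungs, by 4.27 (SE 0.28, edgeR adjusted p = 1.83e-08). In KOI *Ido1* reached 43.1 ± 2.2, lower than WTI by 1.28 (SE 0.19, edgeR adjusted p = 0.00505). The adjusted p of *Ido1* ran from 6.13e-07 to 0.566 over the alternatives. The difference did not pass in some of them, at 0.0517 without KOI library 10 and 0.566 by limma on quantile-normalized counts. *Creg1*, a lysosomal glycoprotein gene, had 621 ± 30.9 in WTC, 1378 ± 169 in WTI and 639.5 ± 56.2 in KOI, a difference between infected genotypes of -1.11 (SE 0.11, edgeR adjusted p = 0.000196). Of the 30 tested genes that are higher in the mutant in Table S1, 19 fell and 1 rose with infection in wild-type lungs. Of the 38 lower ones, 26 rose and 4 fell. Independent lists would share 13.4 and 18.3 genes in the first direction of each. Both comparisons use the 3 WTI libraries, which pushes them in opposite directions, so part of this overlap may come from the shared libraries. In 20 simulated sets with no true differences, 91.8% and 89.5% of the top genes had opposite signs, against 86.7% and 81.6% of the observed ones. On average 0 of these simulated genes passed in WTI against WTC, whereas 19 and 26 of the observed ones passed in the opposite direction. The simulated sets held no effect of infection, so they cannot tell how much of the overlap came from the shared libraries. KOC and WTC share no library with KOI and WTI, and there 10 of the 30 were higher and 0 lower, while 13 of the 38 were lower and 2 higher. Independent lists would share 2.9 and 2.6 genes in these directions.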

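*Nfe2l2* lies on chromosome 2 of mm10 from 75675513 to 75704641. Its normalized count was 1261 ± 55.0 (SD, n = 3) in uninfected and 1414 ± 146 in infected wild-type lungs. This is a log2 fold change of 0.17 (SE 0.10, adjusted p = 1 from edgeR's quasi-likelihood test). In *Nrf2*-/- lungs it was 476 ± 5.0 without and 441 ± 18.7 with infection, a log2 fold change of -0.11 (SE 0.11, edgeR adjusted p = 1). The responses of the genotypes to infection differed by -0.28 (SE 0.15, edgeR adjusted p = 1). Between the genotypes, *Nfe2l2* was lower in the mutant by 1.41 (SE 0.11, edgeR adjusted p = 2.7e-06) without infection and by 1.68 (SE 0.11, edgeR adjusted p = 3.91e-07) with it. All 6 mutant libraries lay below all 6 wild-type ones. The scaling moved the median of all genes in WTI against WTC by 0.21 with no scaling beyond the total and by -0.255 with DESeq2's size factors. With these, the log2 fold change of *Nfe2l2* in wild-type lungs was 0.38 (edgeR adjusted p = 0.0412) and -0.10. By DESeq2's Wald test it was -0.10 too, and over all alternatives its adjusted p was 0.0412 to 1. In mutant lungs it was 0.03 with no scaling beyond the total.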

Expression of *Nrf2* (*Nfe2l2*) in the lungs was induced by MAC infection in wild-type mice, although it was not induced by infection in *Nrf2*^−/−^mice. 

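*Hmox1* encodes the enzyme that breaks down heme and lies on chromosome 8 (75093621 to 75100589). It rose from 182 ± 44.3 normalized counts (SD, n = 3) in WTC to 1161 ± 189.5 in WTI, a log2 fold change of 2.67 (SE 0.18, adjusted p = 1.94e-08 from edgeR's quasi-likelihood test). *Prdx1*, which encodes a peroxidase that removes hydrogen peroxide (chromosome 4, 116685544 to 116700822), rose from 1089 ± 64.6 to 2417 ± 476, by 1.15 (SE 0.14, edgeR adjusted p = 1.79e-05). *Srxn1*, whose product restores oxidized peroxiredoxins, rose from 116 ± 2.7 to 236 ± 12.8, by 1.03 (SE 0.15, edgeR adjusted p = 0.000128). The thioredoxin reductase gene *Txnrd1* rose from 579 ± 12.4 to 876 ± 99.0, by 0.60 (SE 0.11, edgeR adjusted p = 0.00158). The cystine importer gene *Slc7a11* rose from 40.1 ± 19.6 to 1039 ± 251, by 4.66 (SE 0.28, edgeR adjusted p = 6.59e-09). The glutathione S-transferase gene *Gstm1* went the other way and fell from 2124 ± 95.7 to 546 ± 93.1, by 1.96 (SE 0.13, edgeR adjusted p = 1.97e-08). *Gsta3*, of the same family, fell from 303 ± 5.6 to 103 ± 37.0, by 1.57 (SE 0.23, edgeR adjusted p = 0.000125). The aldehyde oxidase gene *Aox1* also fell, by 1.13 (SE 0.14, edgeR adjusted p = 1.85e-05). Of 39 genes listed as Nrf2 targets, 16 were tested, and 10 rose and 5 fell with infection in wild-type lungs, the same counts when adjusted over the list alone. By limma's fry test the list was higher on balance (adjusted p = 0.000399, 0.000147 to 0.184 over the other settings). This adjusted p became 0.184 without the genes of Table S1. In mutant lungs 6 of the 16 rose and 3 fell (9 and 4 adjusted over the list alone), and the list rose on balance there too (limma's fry test, adjusted p = 0.0145, 0.00689 to 0.206 over the other settings). This did not pass at 0.191, 0.0776 and 0.206 without KOC library 04, KOI library 10 and KOI library 12 in turn. In Table S1 are 8 of these 16 genes. All 16 had passed the authors' filter for a difference among the groups, so that most of them changed follows in part from that selection.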

MAC induced genes related to oxidative stress, including heme oxygenase 1 (*Hmox1* and *HO-1*) and peroxiredoxin 1 (*Prdx1*) in the lungs of wild-type mice. In contrast, expression of these genes was much less in the infected lungs of *Nrf2*^−/−^mice than in wild-type mice. 

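In KOI, *Hmox1* reached 519.6 ± 65.3 normalized counts (SD, n = 3), lower than WTI by a log2 fold change of 1.16 (SE 0.16, adjusted p = 0.00391 from edgeR's quasi-likelihood test). Every KOI library lay under every WTI library. *Prdx1* stood at 1160.0 ± 61.2 in KOI, lower by 1.06 (SE 0.14, edgeR adjusted p = 0.00297). *Srxn1* and *Txnrd1*, which act on oxidized peroxiredoxin and thioredoxin, were at 109 ± 14.6 and 454 ± 24.1, lower by 1.11 (SE 0.15, edgeR adjusted p = 0.00294) and 0.95 (SE 0.11, edgeR adjusted p = 0.00102). The mutant lungs still induced *Hmox1*, from 189.8 ± 28.3 in KOC, by 1.45 (SE 0.17, edgeR adjusted p = 2.55e-05). *Prdx1*, at 879 ± 128 in KOC, had a log2 fold change with infection of 0.40 (SE 0.14, edgeR adjusted p = 0.298). With other settings the adjusted p of *Prdx1* was 0.00768 to 1. The values under 0.05 were 0.0328 by limma on quantile-normalized counts, 0.039 with no scaling beyond the total, 0.0149 adjusted over the tested genes alone and 0.00768 by edgeR's exact test with total counts and no filter. Without infection the log2 fold change of *Hmox1* between the genotypes was 0.06 (SE 0.18, edgeR adjusted p = 1). It was -0.02 by DESeq2's Wald test and with its size factors, -0.07 without WTC library 03 and -0.06 without KOC library 05. The response of *Hmox1* to infection was smaller in the mutant, with an interaction of -1.22 (SE 0.25, edgeR adjusted p = 0.0276). For this interaction, the alternatives gave an adjusted p of 0.00138 to 0.0956. Among these, this interaction did not pass at 0.0956, 0.0668, 0.0928, 0.078, 0.0682, 0.0812 and 0.0776 without WTC library 02, WTC library 03, KOC library 05, WTI library 07, WTI library 08, KOI library 10 and KOI library 12 in turn, 0.0635 by limma on quantile-normalized counts and 0.0637 with DESeq2's size factors. For *Prdx1* the interaction was -0.75 (SE 0.20, edgeR adjusted p = 0.166). Over the other settings this one had an adjusted p of 0.00831 to 0.848. Passing were 0.0463 and 0.015 without KOC library 04 and WTI library 09 in turn and 0.00831 adjusted over the tested genes alone.

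**Figure D1:**
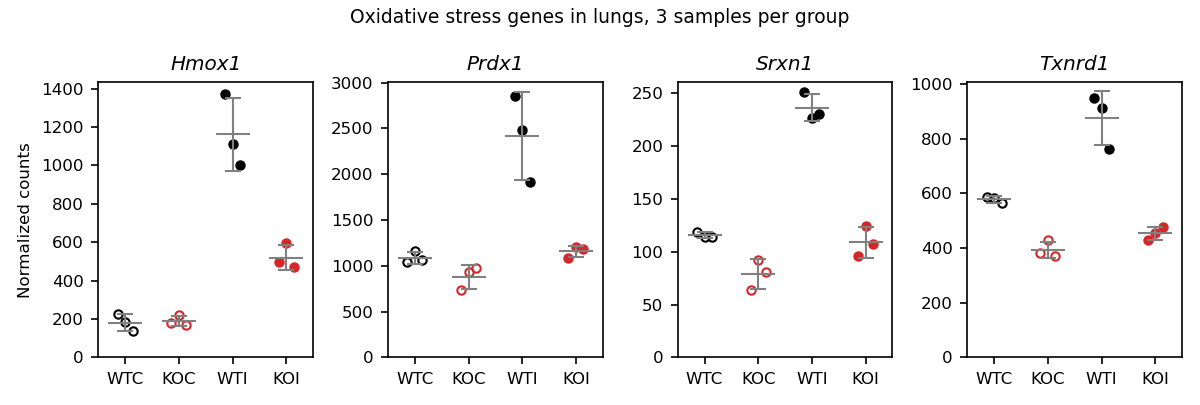
Normalized counts of *Hmox1*, *Prdx1*, *Srxn1* and *Txnrd1* on the y axis, from 0, in the 3 libraries of each of the 4 groups on the x axis. Black points are wild-type and red points *Nrf2*-/- lungs, open without and filled with infection, and gray bars give the mean ± SD, for *Hmox1* 1161 ± 189.5 in WTI and 519.6 ± 65.3 in KOI.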

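*Slc11a1* encodes a metal ion transporter of the phagosome membrane and lies on chromosome 1 of mm10 from 74375195 to 74386062. Its normalized count rose with infection from 75.5 ± 23.1 (SD, n = 3) to 796 ± 73.4 in wild-type lungs, a log2 fold change of 3.39 (SE 0.20, adjusted p = 6.59e-09 from edgeR's quasi-likelihood test). In *Nrf2*-/- lungs it rose from 64.3 ± 7.3 to 338 ± 68.9, by 2.40 (SE 0.20, edgeR adjusted p = 9.87e-07). Between infected lungs the mutant was lower by 1.23 (SE 0.17, edgeR adjusted p = 0.00391). Other settings gave *Slc11a1* an adjusted p of 8.4e-09 to 0.0535, and it did not pass at 0.0535 without KOI library 10. Without infection the difference was -0.25 (SE 0.23, edgeR adjusted p = 1). The responses of the genotypes to infection differed by -0.99 (SE 0.29, edgeR adjusted p = 0.236). The adjusted p of this difference ran from 0.0118 to 0.705 over the alternatives, and it passed at 0.0118 adjusted over the tested genes alone. Since *Slc11a1* is expressed in macrophages, markers of these cells were compared too. The complement gene *C1qa* had a log2 fold change between infected genotypes of -0.19 (SE 0.12, edgeR adjusted p = 1), the pore-forming protein gene *Mpeg1* of -0.23 (SE 0.12, edgeR adjusted p = 1) and the endotoxin receptor gene *Cd14* of -0.21 (SE 0.16, edgeR adjusted p = 1). The C-type lectin gene *Clec4d*, at 403 ± 65.4 in WTI and 139.8 ± 18.0 in KOI, was lower by 1.53 (SE 0.21, edgeR adjusted p = 0.00319). With other settings the adjusted p of *Clec4d* was 1.62e-12 to 0.785, and it did not pass at 0.785 by limma on quantile-normalized counts. All 21 listed markers of monocytes and macrophages were tested, and all 21 rose with infection in wild-type lungs (21 adjusted over the list alone). In mutant lungs 18 rose (20 adjusted over the list alone). All 21 had passed the authors' filter, so that so many rose follows in part from that selection. Between infected genotypes 0 were higher and 3 lower, *Clec4d*, *Clec4n* and *Ly6i* (2 and 8 adjusted over the list alone). The list was lower on balance by limma's fry test (adjusted p = 0.0213, 0.0066 to 0.113 over the other settings). It moved across 0.05 to 0.0653, 0.0514, 0.0751 and 0.0646 without WTI library 07, WTI library 08, KOI library 10 and KOI library 12 in turn and 0.113 without the genes of Table S1. *Ly6i* was lower by 1.58 (SE 0.29, edgeR adjusted p = 0.0352). For *Ly6i*, the alternatives gave an adjusted p of 3.27e-06 to 0.925. Not passing were 0.0655, 0.0555, 0.243, 0.147, 0.286 and 0.294 without WTC library 03, KOC library 06, WTI library 07, WTI library 08, KOI library 10 and KOI library 12 in turn, 0.925 by DESeq2's Wald test, 0.909 by limma on quantile-normalized counts, 0.0583 with DESeq2's size factors, 0.0766 with a mean of at least 50 required and 0.109 with only the 2 groups compared.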

Interestingly, expression of *Slc11a1*, which is also called natural resistance-associated macrophage protein 1 (*Nramp1*) and known to be a susceptibility gene for PNTM disease, was induced by infection in the lungs of wild-type mice, though expression of this gene was much lower in the infected lungs of *Nrf2*^−/−^mice than of wild-type mice.

**FIG 3:**
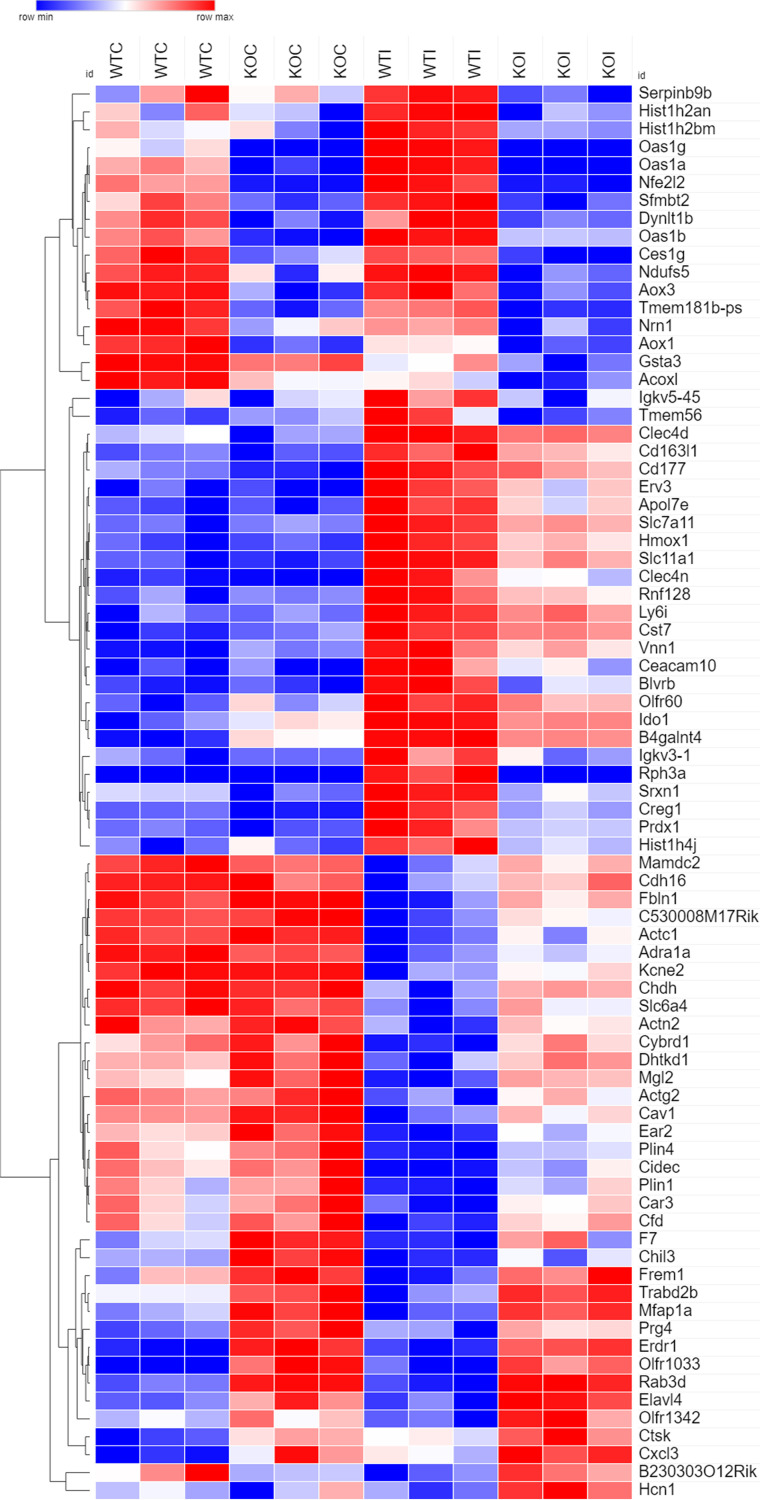
Genes related to oxidative stress and heme metabolism, such as *Nrf2* (*Nfe2l2*), *HO-1* (*Hmox1*), and *Nramp1* (*Slc11a1*), are highly altered in the lungs of *Nrf2*^−/−^ mice following MAC infection. At 2 months after MAC infection, hierarchical clustering based on the 79 differentially expressed genes between the lungs of wild-type mice infected with MAC bacteria and those of *Nrf2*^−/−^mice infected with MAC bacteria was done, with statistically significant differences (FDR-adjusted *P* < 0.01) and with more than 2-fold changes. WTC, uninfected lungs from wild-type mice; KOC, uninfected lungs from *Nrf2*^−/−^mice; WTI, infected lungs from wild-type mice; KOI, infected lungs from *Nrf2*^−/−^mice.

Functional categorization of these 79 differentially expressed genes was performed using ToppGene Suite (http://toppgene.cchmc.org) to identify enriched Gene Ontology (GO) terms, including those from biological processes, molecular functions, and cellular components. Table 1 shows the top 15 significantly enriched GO terms for either upregulated or downregulated genes between the lungs of wild-type mice infected with MAC bacteria and those of *Nrf2*^−/−^mice infected with MAC bacteria (all significantly enriched GO terms are shown in Table S2). Upregulated DE genes in the infected lungs of *Nrf2*^−/−^mice, compared with the infected lungs of wild-type mice, were significantly enriched in GO categories related to muscle, such as muscle contraction, actin-mediated cell contraction, and muscle system processes (Table 1). However, these genes were also upregulated in uninfected lungs of both genotypes of mice, suggesting that these genes related to muscle were not very important in infection (Fig. 3). In contrast, the downregulated genes from the infected lungs of *Nrf2*^−/−^mice, compared with the infected lungs of wild-type mice, were predominantly enriched in GO categories related to oxidative stress, heme metabolism, and membrane transport, including oxidoreductase activity, response to oxidative stress, heme catabolic processes, heme binding, and metal ion-proton antiporter activity (Table 1). 

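*Actc1*, which encodes cardiac actin (chromosome 2, 114047282 to 114053548), had 43.9 ± 11.8 normalized counts (SD, n = 3) in WTI and 96.6 ± 30.5 in KOI. The log2 fold change was 1.15 (SE 0.24, adjusted p = 0.0936 from edgeR's quasi-likelihood test). *Actg2*, a smooth muscle actin gene (chromosome 6, 83512905 to 83536265), had 51.4 ± 14.1 and 102 ± 17.9, a log2 fold change of 0.98 (SE 0.22, edgeR adjusted p = 0.157). *Actn2*, which encodes a Z-disc protein, had 50.9 ± 25.6 and 127 ± 17.1, a log2 fold change of 1.29 (SE 0.32, edgeR adjusted p = 0.256). The potassium channel subunit gene *Kcne2* had a log2 fold change of 1.84 (SE 0.38, edgeR adjusted p = 0.0862). *Cav1*, the gene of the main coat protein of caveolae, was higher in KOI, at 275 ± 41.6 against 129 ± 37.2, by 1.10 (SE 0.18, edgeR adjusted p = 0.0153). Over the other settings *Cav1* had an adjusted p of 2.13e-05 to 0.153. The difference did not pass in some of them, at 0.0598, 0.0642, 0.125 and 0.109 without WTI library 07, WTI library 08, KOI library 10 and KOI library 12 in turn and 0.153 with only the 2 groups compared. The adrenergic receptor gene *Adra1a* was higher by 1.39 (SE 0.27, edgeR adjusted p = 0.0466). Other settings gave *Adra1a* an adjusted p of 7.68e-05 to 0.303. It failed the test at 0.0733, 0.0628, 0.0796, 0.0562, 0.055, 0.0733, 0.303, 0.24, 0.231 and 0.294 without WTC library 01, WTC library 02, WTC library 03, KOC library 04, KOC library 05, KOC library 06, WTI library 07, WTI library 08, KOI library 10 and KOI library 12 in turn, 0.0743 by limma on quantile-normalized counts, 0.0563 without the filter, 0.109 with a mean of at least 50 required and 0.284 with only the 2 groups compared. Thus 2 of the 6 tested genes of the muscle contraction term of Table 1 were higher and 0 lower at an adjusted p under 0.05. *Actc1*, *Actg2*, *Actn2* and *Kcne2* passed by DESeq2's Wald test, by edgeR's exact test, by that test with total counts and no filter, and when adjusted over the tested genes alone. *Actc1* also passed without KOI library 11 (edgeR adjusted p = 0.008). Over all alternatives the adjusted p was 0.000846 to 0.687 for *Actc1*, 0.0058 to 0.684 for *Actg2*, 0.000323 to 1 for *Actn2* and 0.00253 to 0.586 for *Kcne2*. The 2 genes became 1 without any 1 of the uninfected libraries 01 to 06, 0 without WTI library 07, WTI library 08, KOI library 10 or KOI library 12, and 3 without KOI library 11. They also became 1 without the filter, with a mean of at least 50 required or by limma on quantile-normalized counts, and 0 with only the 2 groups compared.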

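With infection, *Actc1* fell in wild-type lungs from 293 ± 29.3 normalized counts (SD, n = 3), by a log2 fold change of 2.74 (SE 0.23, adjusted p = 2.15e-07 from edgeR's quasi-likelihood test). In *Nrf2*-/- lungs it fell from 337 ± 36.0, by 1.80 (SE 0.21, edgeR adjusted p = 1.67e-05). *Actg2* fell from 153 ± 16.6 in WTC, by 1.57 (SE 0.22, edgeR adjusted p = 8.04e-05), and from 192 ± 43.4 in KOC, by 0.92 (SE 0.20, edgeR adjusted p = 0.00811). The adjusted p of the latter ran from 6.37e-05 to 0.0737 over the alternatives, and it did not pass at 0.0737 without KOC library 06. *Actn2* fell with infection by 2.28 (SE 0.32, edgeR adjusted p = 6e-05) in wild-type and by 1.30 (SE 0.28, edgeR adjusted p = 0.00774) in mutant lungs. *Myh11*, the smooth muscle myosin gene, had 1917 ± 68.7 in WTC, 2191 ± 74.0 in KOC, 758 ± 43.9 in WTI and 1139 ± 67.6 in KOI. It fell with infection by 1.34 (SE 0.10, edgeR adjusted p = 7.07e-08) in wild-type lungs and by 0.94 (SE 0.10, edgeR adjusted p = 7.73e-06) in mutant lungs. Between uninfected genotypes, *Actc1* and *Myh11* had log2 fold changes of 0.20 (SE 0.20, edgeR adjusted p = 1) and 0.19 (SE 0.10, edgeR adjusted p = 1). All 6 tested genes of the muscle contraction term fell with infection in both genotypes. Of 7 tested smooth muscle markers, 7 fell with infection in wild-type lungs and 7 in mutant lungs (7 and 7 adjusted over the list alone, limma's fry test, adjusted p = 2.88e-07 and 5.55e-06). Of 13 tested cardiac and striated muscle markers, 12 fell in wild-type and 13 in mutant lungs (12 and 13 adjusted over the list alone, limma's fry adjusted p = 3.98e-05 and 6.1e-05). Markers of endothelium fell as well, 10 of 10 in each genotype (10 and 10 adjusted over the list alone, limma's fry adjusted p = 1.34e-06 and 1e-05). Among them the vessel genes *Tek* and *Vwf* fell by 2.22 (SE 0.16, edgeR adjusted p = 3.14e-08) and 1.87 (SE 0.13, edgeR adjusted p = 3.84e-08) in wild-type lungs. Over all 2479 tested genes, 1111 fell in wild-type lungs. The muscle and endothelial markers tested had all passed the authors' filter, so that so many fell follows in part from that selection. Between uninfected genotypes, edgeR called 0 smooth muscle markers at an adjusted p under 0.05 (0 over the list alone), and at an unadjusted p under 0.05 it called 0. DESeq2's Wald test, edgeR's exact test and limma called 0 as well. The fry test gave an adjusted p of 0.738, with a median of -0.01.

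**Figure D2:**
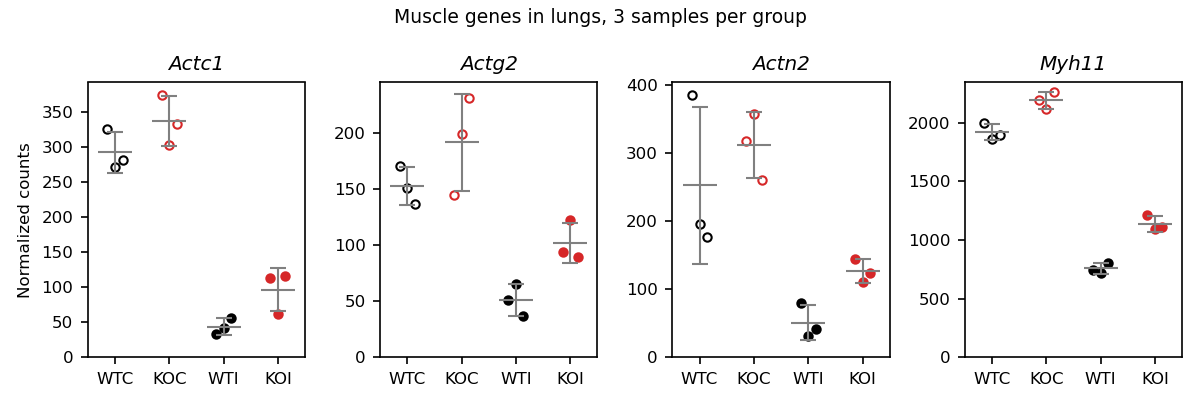
Normalized counts of *Actc1*, *Actg2*, *Actn2* and *Myh11* on the y axis, from 0, in the 3 libraries of each of the 4 groups on the x axis. Black points are wild-type and red points *Nrf2*-/- lungs, open without and filled with infection, and gray bars give the mean ± SD, for *Myh11* 1917 ± 68.7 in WTC and 758 ± 43.9 in WTI.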

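*Aox1*, which encodes an aldehyde oxidase that produces hydrogen peroxide, had 367 ± 18.0 normalized counts (SD, n = 3) in WTI and 178 ± 29.2 in KOI. It was lower in KOI by a log2 fold change of 1.05 (SE 0.15, adjusted p = 0.00389 from edgeR's quasi-likelihood test). *Ndufs5*, a subunit gene of mitochondrial complex I, had 88.5 ± 2.7 in WTI and 30.0 ± 5.3 in KOI. *Vnn1*, which encodes a pantetheinase of the redox system, was lower in KOI by 1.26 (SE 0.22, edgeR adjusted p = 0.0194). With other settings the adjusted p of *Vnn1* was 0.000382 to 0.21. Among these, *Vnn1* did not pass at 0.14, 0.152, 0.181 and 0.189 without WTI library 07, WTI library 08, KOI library 10 and KOI library 12 in turn, 0.115 by limma on quantile-normalized counts and 0.21 with only the 2 groups compared. The acyl-CoA oxidase-like gene *Acoxl* had a log2 fold change of -1.13 (SE 0.24, edgeR adjusted p = 0.0915). For *Acoxl*, the alternatives gave an adjusted p of 0.00457 to 0.533. It passed at 0.0435 and 0.0321 without WTI library 09 and KOI library 12 in turn, 0.0191 by DESeq2's Wald test, 0.0218 by edgeR's exact test, 0.00457 adjusted over the tested genes alone and 0.0136 by edgeR's exact test with total counts and no filter. Of 17 tested genes in the oxidative stress category of Table 1, which includes its defense response term, 0 were higher and 16 lower in KOI than in WTI at an adjusted p under 0.05. With infection, 13 of the 17 rose and 2 fell in wild-type lungs, and 9 rose and 1 fell in mutant lungs. Between uninfected genotypes 1 of them was higher and 5 lower in the mutant. The interaction passed as positive for 1 and as negative for 4. The 5 genes of its heme metabolism category, *Hmox1*, *Blvrb*, *Ido1*, *Prdx1* and *Slc11a1*, were all lower in KOI. All 5 rose with infection in wild-type lungs and 3 did in mutant lungs, and the interaction was negative for 2 of them. Without KOI library 10, only 2 of these 5 were lower in KOI at an adjusted p under 0.05. The terms were enriched among genes chosen for this difference in these samples, so the counts in infected lungs are not independent of that choice.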

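*Blvrb*, the biliverdin reductase gene, acts after *Hmox1* in heme breakdown, and was lower in KOI than in WTI by 1.04 (SE 0.16, adjusted p = 0.00829 from edgeR's quasi-likelihood test). Over the other settings *Blvrb* had an adjusted p of 2.6e-05 to 0.0833. Not passing were 0.0571, 0.0642 and 0.068 without WTI library 07, WTI library 08 and KOI library 10 in turn and 0.0833 with only the 2 groups compared. *Ftl1*, the ferritin light chain gene, whose product stores iron, was lower by 0.67 (SE 0.11, edgeR adjusted p = 0.0165). Other settings gave *Ftl1* an adjusted p of 0.000826 to 0.187. The difference did not pass in some of them, at 0.0672, 0.11, 0.142 and 0.113 without WTI library 07, WTI library 08, KOI library 10 and KOI library 12 in turn, 0.0606 by limma on quantile-normalized counts, 0.0961 with DESeq2's size factors and 0.187 with only the 2 groups compared. The smooth muscle myosin gene *Myh11* was higher in KOI than in WTI by 0.59 (SE 0.10, edgeR adjusted p = 0.0209). The adjusted p of *Myh11* ran from 3.68e-06 to 0.178 over the alternatives. It failed the test at 0.105, 0.178, 0.142 and 0.0989 without WTI library 07, WTI library 08, KOI library 10 and KOI library 12 in turn and 0.12 with only the 2 groups compared. The smooth muscle actin gene *Acta2* and the calponin gene *Cnn1* had log2 fold changes of 0.67 (SE 0.13, edgeR adjusted p = 0.0624) and 0.65 (SE 0.14, edgeR adjusted p = 0.124). The cardiac genes *Ryr2* and *Tnnt2* had log2 fold changes of 0.37 (SE 0.19, edgeR adjusted p = 1) and 0.69 (SE 0.26, edgeR adjusted p = 1). Of 26 genes listed for heme and iron, 11 were tested, and 1 was higher and 4 lower in KOI (1 and 5 adjusted over the list alone). On balance this list was lower (limma's fry test, adjusted p = 0.0177, 0.00267 to 0.173 over the other settings). The fry adjusted p was 0.0571 and 0.0585 without WTI library 08 and KOI library 12 in turn and 0.173 without the genes of Table S1. In Table S1, drawn from the same libraries, are 4 of the 11. The counts became 0 and 2 without WTI library 07 or 08, 0 and 5 without WTI library 09, 0 and 1 without KOI library 10, 0 and 4 without KOI library 11, and 0 and 3 without KOI library 12. Of 7 tested smooth muscle markers 1 was higher and 0 lower (7 and 0 adjusted over the list alone). By limma's fry test this second list was higher on balance (adjusted p = 0.000339, 0.000272 to 0.00182 over the other settings). The count of 1 became 2 without KOC library 04, and 0 without WTI library 08, KOI library 10 or KOI library 12. Of 13 tested cardiac and striated muscle markers, edgeR called 0 (3 higher adjusted over the list alone), and 1 without KOI library 11. For these markers, at an unadjusted p under 0.05, 4 were higher and 0 lower, and at an adjusted p under 0.05 3 and 0 by DESeq2's Wald test, 2 and 0 by edgeR's exact test and 0 and 0 by limma. The cardiac list did not move one way on balance by limma's fry test (adjusted p = 0.0922, 0.0162 to 0.279 over the other settings). For fry the adjusted p was 0.0162 without KOI library 11.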

Taken together, these results suggest that gene expression related to heme metabolism is downregulated, and gene expression related to muscle is upregulated in the MAC-infected lungs of *Nrf2*^−/−^ mice compared with those of wild-type mice.

**TABLE 1:** The top 15 significantly enriched GO terms for upregulated or downregulated genes in the lungs of Nrf2-deficient mice compared with those of wild-type mice, 2 months after MAC infection^*a*^

Category	GO name	Gene name(s)
Downregulated		
Response to oxidative stress	Oxidoreductase activity	*BLVRB*, *SRXN1*, *HMOX1*, *IDO1*, *CREG1*, *NDUFS5*, *ACOXL*, *PRDX1*, *AOX1*
	Oxidation-reduction process	*BLVRB*, *SRXN1*, *HMOX1*, *IDO1*, *CREG1*, *NDUFS5*, *ACOXL*, *PRDX1*, *AOX1*
	Defense response	*OAS1*, *HMOX1*, *CLEC6A*, *SLC11A1*, *IDO1*, *CLEC4D*, *NFE2L2*, *VNN1*, *CD163L1*, *PRDX1*, *AOX1*
	Response to oxidative stress	*SRXN1*, *HMOX1*, *SLC7A11*, *NFE2L2*, *VNN1*, *PRDX1*
	Regulation of transcription from RNA polymerase II promoter in response to oxidative stress	*HMOX1*, *NFE2L2*
Heme metabolism	Tetrapyrrole catabolic process	*BLVRB*, *HMOX1*
	Porphyrin-containing compound catabolic process	*BLVRB*, *HMOX1*
	Heme catabolic process	*BLVRB*, *HMOX1*
	Heme binding	*HMOX1*, *IDO1*, *PRDX1*
	Tetrapyrrole binding	*HMOX1*, *IDO1*, *PRDX1*
	Metal ion-proton antiporter activity	*SLC11A1*
Membrane transport protein	Pigment catabolic process	*BLVRB*, *HMOX1*
	Electron transfer activity	*IDO1*, *ACOXL*, *AOX1*
	Protein dimerization activity	*HIST1H2AG*, *HIST1H2BM*, *HMOX1*, *SLC11A1*, *NRN1*, *HIST1H4J*, *NFE2L2*, *PRDX1*
	Protein-DNA complex	*HIST1H2AG*, *HIST1H2BM*, *HIST1H4J*, *NFE2L2*

Upregulated		
Muscle	Muscle contraction	*ACTC1*, *ACTG2*, *KCNE2*, *ADRA1A*, *ACTN2*, *CAV1*
	Actin-mediated cell contraction	*ACTC1*, *KCNE2*, *ACTN2*, *CAV1*
	Cardiac muscle contraction	*ACTC1*, *KCNE2*, *ADRA1A*, *CAV1*
	Muscle system process	*ACTC1*, *ACTG2*, *KCNE2*, *ADRA1A*, *ACTN2*, *CAV1*
	Actin filament-based movement	*ACTC1*, *KCNE2*, *ACTN2*, *CAV1*
	Regulation of action potential	*ADRA1A*, *CAV1*, *HCN1*
	Action potential	*KCNE2*, *ADRA1A*, *CAV1*, *HCN1*
Ion transport	Negative regulation of potassium ion transmembrane transport	*KCNE2*, *ACTN2*, *CAV1*
	Regulation of inward rectifier potassium channel activity	*KCNE2*, *CAV1*
	Regulation of cation channel activity	*KCNE2*, *ACTN2*, *CAV1*, *HCN1*
	Negative regulation of potassium ion transport	*KCNE2*, *ACTN2*, *CAV1*
	Positive regulation of cation channel activity	*KCNE2*, *ACTN2*, *HCN1*
	Regulation of potassium ion transmembrane transporter activity	*KCNE2*, *ACTN2*, *CAV1*
Cellular component	Lipid droplet	*PLIN4*, *CAV1*, *PLIN1*, *CIDEC*
	Mesenchyme migration	*ACTC1*, *ACTG2*

a The top 15 significantly enriched GO terms for upregulated and downregulated genes in the infected lungs of Nrf2-deficient mice compared with those of wild-type mice were classified into related functional categories.

10.1128/mBio.01947-20.8 TABLE S2 All significantly enriched GO terms (adjusted *P* value threshold of ≤0.05 using the Benjamini-Hochberg FDR method for multiple testing correction) in the MAC-infected lungs of *Nrf2*^−/−^ mice compared with those of wild-type mice. Download Table S2, XLSX file, 0.03 MB. Copyright © 2021 Nakajima et al. 2021 Nakajima et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Ingenuity Pathway Analysis (IPA) was also used to identify the canonical pathways that were enriched for differentially expressed genes between the lungs of wild-type mice infected with MAC bacteria and those of *Nrf2*^−/−^mice infected with MAC bacteria. Table 2 shows the top 15 significantly enriched canonical pathways (all significantly enriched IPA canonical pathways are shown in Table S3). 

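The glutathione S-transferase gene *Gsta3* had 103 ± 37.0 normalized counts (SD, n = 3) in WTI and 41.5 ± 15.3 in KOI, a log2 fold change of -1.30 (SE 0.26, adjusted p = 0.0687 from edgeR's quasi-likelihood test). With other settings the adjusted p of *Gsta3* was 0.00344 to 0.521. It passed at 0.0116 by DESeq2's Wald test, 0.0222 by edgeR's exact test, 0.00344 adjusted over the tested genes alone and 0.014 by edgeR's exact test with total counts and no filter. The carboxylesterase gene *Ces1g*, an Nrf2 target in detoxification, had 1 read over KOI and 40 over WTI, 51.6-fold lower with an exact binomial 95% interval of 8.74 to 2090 for counting error alone (edgeR adjusted p = 0.00118). Several targets were lower in the mutant before infection, among them *Gstm1*, at 2124 ± 95.7 in WTC and 676 ± 48.9 in KOC, by 1.65 (SE 0.13, edgeR adjusted p = 3.91e-06). *Aox1* was at 801 ± 96.3 in WTC and 195 ± 26.4 in KOC, lower by 2.04 (SE 0.15, edgeR adjusted p = 1.73e-06). The peroxiredoxin gene *Prdx6* was lower by 0.79 (SE 0.10, edgeR adjusted p = 0.000321). Table 2 gives 7 genes for the NRF2 pathway, of which 0 were higher and 4 lower in KOI than in WTI at an adjusted p under 0.05. With infection 2 of them rose and 4 fell in wild-type lungs, and 0 were higher and 2 lower in KOC than in WTC. The pathway's 2 actin genes, *Actc1* and *Actg2*, did not pass in infected lungs and had positive log2 fold changes there. In KOI against WTI, 5 of the 7 passed without KOI library 11, and all 7 by DESeq2's Wald test, by edgeR's exact test and when adjusted over the tested genes alone. Of 16 tested members of the Nrf2 target list, 0 were higher and 11 lower in KOI than in WTI (0 and 15 adjusted over the list alone), and 7 were lower without KOI library 10. On balance the list was lower (limma's fry test, adjusted p = 6.93e-06, 3.21e-06 to 7.57e-05 over the other settings). Between uninfected genotypes 0 were higher and 6 lower (0 and 9 adjusted over the list alone, limma's fry test, lower on balance, adjusted p = 3.46e-05). As 8 of the 16 are in Table S1, the result in infected lungs is not independent of the study's selection, whereas KOC and WTC are other libraries. All 16 had, however, passed the authors' filter for a difference among the 4 groups, KOC and WTC included. The counts in uninfected lungs thus follow in part from that filter.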

The pathway “NRF2-mediated Oxidative Stress Response” was significantly enriched in the infected lungs of *Nrf2*^−/−^ mice compared to those of wild-type mice. In addition, pathways related to macrophage function, such as “Fcγ Receptor-mediated Phagocytosis in Macrophages and Monocytes” and “Phagosome Maturation,” were significantly enriched in the infected lungs of *Nrf2*^−/−^ mice. 

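*Dynlt1b*, which encodes a dynein light chain (chromosome 17, 6430112 to 6436293), had 139 ± 22.2 normalized counts (SD, n = 3) in WTC, 36.6 ± 10.2 in KOC, 148 ± 36.6 in WTI and 43.1 ± 4.3 in KOI. It was lower in the mutant without infection, by 1.92 (SE 0.24, adjusted p = 0.000277 from edgeR's quasi-likelihood test), and with it, by 1.77 (SE 0.22, edgeR adjusted p = 0.0014). The lysosomal protease gene *Ctsk* (chromosome 3, 95499256 to 95509362) was at 89.1 ± 20.9 in WTC, 370.2 ± 64.5 in KOC, 235 ± 35.2 in WTI and 627 ± 249 in KOI. It was higher in the mutant by 2.06 (SE 0.26, edgeR adjusted p = 0.000336) without infection and by 1.41 (SE 0.23, edgeR adjusted p = 0.0167) with it. For the second difference, the alternatives gave an adjusted p of 2.04e-06 to 0.0998. The values above 0.05 were 0.0998, 0.0642 and 0.0589 without WTI library 07, WTI library 08 and WTI library 09 in turn and 0.0833 with only the 2 groups compared. The cysteine protease gene *Ctss* had a log2 fold change between infected genotypes of -0.16 (SE 0.14, edgeR adjusted p = 1), the endosomal glycoprotein gene *Cd68* of -0.03 (SE 0.12, edgeR adjusted p = 1) and the inhibitory Fcγ receptor gene *Fcgr2b* of 0.03 (SE 0.16, edgeR adjusted p = 1). With infection in wild-type lungs *Ctss*, *Cd68* and *Fcgr2b* rose by 3.55 (SE 0.16, edgeR adjusted p = 4.14e-10), 2.94 (SE 0.14, edgeR adjusted p = 6.47e-10) and 2.92 (SE 0.19, edgeR adjusted p = 1.43e-08). Of 44 genes listed for phagosome and lysosome, 28 were tested, and 28 rose with infection in wild-type lungs (28 adjusted over the list alone, limma's fry test, adjusted p = 2.88e-07). In mutant lungs 25 rose (28 adjusted over the list alone, limma's fry adjusted p = 4.61e-06). Over all 2479 tested genes, 1191 rose in wild-type lungs. The 28 listed ones had all passed the authors' filter, so that so many rose follows in part from that selection. Between infected genotypes 1 was higher, *Ctsk*, and 1 lower, *Slc11a1* (2 and 1 adjusted over the list alone). The list did not move one way on balance by limma's fry test (adjusted p = 0.279, 0.0778 to 0.638 over the other settings). A test for changes in either direction gave a fry adjusted p of 0.000168. Without WTI library 07, 08 or 09, 0 were higher, and without KOI library 10, 0 were lower. The Fcγ pathway in Table 2 rests on *Actc1*, *Actg2* and *Hmox1*, and by edgeR's quasi-likelihood test only *Hmox1* passed between infected genotypes, while all 3 passed by DESeq2's Wald test, by edgeR's exact test and when adjusted over the tested genes alone.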

Beyond macrophage functions, pathways related to heme metabolism, such as “Heme Degradation” and “Iron homeostasis signaling pathway”, were also significantly enriched in the infected lungs of *Nrf2*^−/−^ mice compared to those of wild-type mice. These RNA-seq data show that Nrf2 deficiency was associated with a weaker oxidative stress response by Nrf2 and less heme metabolism regulated by Nramp1 or HO-1.

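*Blvrb* (chromosome 7, 27447978 to 27466144) had 99.0 ± 8.1 normalized counts (SD, n = 3) in WTC, 98.5 ± 13.6 in KOC, 272 ± 26.9 in WTI and 132 ± 25.3 in KOI. With infection it rose by 1.46 (SE 0.17, adjusted p = 6.96e-06 from edgeR's quasi-likelihood test) in wild-type lungs, and its log2 fold change in mutant lungs was 0.43 (SE 0.17, edgeR adjusted p = 0.502). The interaction was -1.03 (SE 0.24, edgeR adjusted p = 0.0712). *Cybrd1*, which encodes a ferric reductase (chromosome 2, 71117923 to 71142926), fell with infection in wild-type lungs from 122 ± 17.7 to 49.8 ± 2.5, by 1.29 (SE 0.19, edgeR adjusted p = 0.000131). It was higher in KOI than in WTI, at 106 ± 15.2, by 1.09 (SE 0.19, edgeR adjusted p = 0.0209). Over the other settings *Cybrd1* had an adjusted p of 2.11e-05 to 0.135. Not passing were 0.135, 0.11, 0.0741, 0.056, 0.102 and 0.0673 without WTI library 07, WTI library 08, WTI library 09, KOI library 10, KOI library 11 and KOI library 12 in turn and 0.0564 by limma on quantile-normalized counts. The ferritin genes *Ftl1* and *Fth1* were at 5886 ± 528 and 26318 ± 3541 in WTI and at 3707 ± 357 and 18094 ± 2342 in KOI. With infection they rose by 1.22 (SE 0.11, edgeR adjusted p = 4.66e-07) and 1.67 (SE 0.13, edgeR adjusted p = 7.9e-08) in wild-type lungs and by 0.95 (SE 0.11, edgeR adjusted p = 1.92e-05) and 1.33 (SE 0.13, edgeR adjusted p = 3.21e-06) in mutant lungs. Between infected genotypes *Fth1* had a log2 fold change of -0.54 (SE 0.13, edgeR adjusted p = 0.179). *Cd163*, the receptor gene for haptoglobin and hemoglobin, fell with infection in wild-type lungs by 1.94 (SE 0.22, edgeR adjusted p = 5.93e-06) and in mutant lungs by 2.72 (SE 0.19, edgeR adjusted p = 3.41e-07). It was higher in KOC than in WTC by 1.28 (SE 0.18, edgeR adjusted p = 0.000753). Of 11 tested genes of heme and iron, 8 rose and 3 fell with infection in wild-type lungs (8 and 3 adjusted over the list alone, limma's fry test, adjusted p = 1.02e-05). In mutant lungs 7 rose and 2 fell (8 and 3 adjusted over the list alone, limma's fry adjusted p = 0.000446). All 11 had passed the authors' filter, so that most of them changed follows in part from that selection. Between uninfected genotypes 2 were higher and 0 lower (3 and 1 adjusted over the list alone), and limma's fry test gave an adjusted p of 0.218, with a median of -0.01.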

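*Slc7a11*, the cystine importer gene, rose less with infection in the mutant, to 337 ± 52.7 normalized counts (SD, n = 3) in KOI from 61.1 ± 13.8 in KOC. Its interaction was -2.21 (SE 0.38, adjusted p = 0.0093 from edgeR's quasi-likelihood test). Other settings gave *Slc7a11* an adjusted p of 3.1e-05 to 0.0564, and it did not pass at 0.0564 by limma on quantile-normalized counts. *Aox1* and the glutathione S-transferase gene *Gstm2* had positive interactions, of 0.99 (SE 0.21, edgeR adjusted p = 0.0353) and 0.92 (SE 0.16, edgeR adjusted p = 0.00866), and both were lower in KOC than in WTC. The adjusted p of *Aox1* ran from 0.000193 to 0.137 over the alternatives. The difference did not pass in some of them, at 0.0835, 0.137, 0.0791, 0.113, 0.0699, 0.0977, 0.0824 and 0.121 without WTC library 02, WTC library 03, KOC library 04, KOC library 06, WTI library 07, WTI library 08, KOI library 11 and KOI library 12 in turn and 0.0782 by limma on quantile-normalized counts. *Lcn2*, which encodes a protein that binds bacterial siderophores, was at 555 ± 145 in WTC and 1783 ± 479.6 in KOC and had an interaction of -2.14 (SE 0.33, edgeR adjusted p = 0.00359). Over the 16 tested Nrf2 targets the interaction was positive for 2 and negative for 2 (3 and 6 adjusted over the list alone). Their interaction was lower on balance by limma's fry test (adjusted p = 0.0471, 0.00759 to 0.35 over the other settings). The fry adjusted p was 0.0831, 0.0696, 0.114, 0.0783, 0.0725 and 0.0809 without WTC library 01, WTC library 02, KOC library 05, KOC library 06, WTI library 07 and WTI library 08 in turn and 0.35 without the genes of Table S1. The counts became 1 and 1 without WTC library 02, WTC library 03, WTI library 07, WTI library 08 or KOI library 12, and 1 and 3 without KOC library 04. They were 2 and 1 without KOC library 05 or KOI library 10, 1 and 2 without KOC library 06 or KOI library 11, and 3 and 4 without WTI library 09. Over the 11 tested genes of heme and iron, the interaction was positive for 0 and negative for 2, *Lcn2* and *Hmox1* (1 and 6 adjusted over the list alone). On balance the interaction of this list was lower (limma's fry test, adjusted p = 0.0212, 0.00403 to 0.0519 over the other settings). Changed to the other side of 0.05 it was 0.0519 without KOC library 05. The number 2 became 1 without WTC library 02, WTC library 03, KOC library 05, WTI library 07, WTI library 08, KOI library 10 or KOI library 12. Lists not specific to heme had negative interactions as well, with a median of -1.08 for monocyte and macrophage markers (limma's fry test, adjusted p = 0.00229, 0.000915 to 0.00932 over the other settings) and -1.76 for Th1 and interferon gamma genes (adjusted p = 8.84e-05, 2.47e-05 to 0.000549), against -0.61 for heme and iron. From the lower level of oxidative stress and heme genes in infected mutant lungs and from the enriched pathways, the paper concludes that the loss of Nrf2 goes with a weaker antioxidant response and reduced heme metabolism under *Nramp1* or *HO-1*. With caution, the paper reads the muscle genes as possibly not very important in infection, as they were also high in uninfected lungs of both genotypes.

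**Figure D3:**
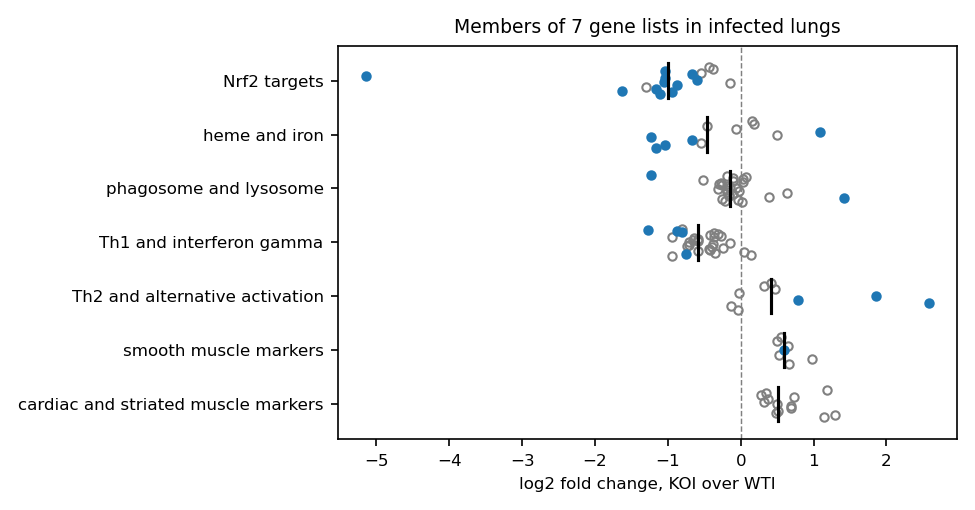
Log2 fold change of KOI against WTI (x axis) for each tested member of 7 gene lists (y axis). Blue filled points passed at an adjusted p under 0.05, gray open points did not, and black bars are medians, -0.99 for Nrf2 targets, -0.15 for phagosome and lysosome and 0.59 for smooth muscle.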

**TABLE 2:** The top 15 significantly enriched canonical pathways in the lungs of Nrf2-deficient mice compared with those of wild-type mice, 2 months after MAC infection

Ingenuity canonical pathway	*P* value	Gene name(s)
NRF2-mediated Oxidative Stress Response	4.5E−06	*GSTA3*, *ACTC1*, *AOX1*, *PRDX1*, *HMOX1*, *ACTG2*, *NFE2L2*
Heme Degradation	6.0E−05	*BLVRB*, *HMOX1*
Remodeling of Epithelial Adherens Junctions	1.4E−03	*ACTC1*, *ACTN2*, *ACTG2*
Caveolar-mediated Endocytosis Signaling	1.5E−03	*CAV1*, *ACTC1*, *ACTG2*
Fcγ Receptor-mediated Phagocytosis in Macrophages and Monocytes	3.5E−03	*ACTC1*, *HMOX1*, *ACTG2*
VEGF Signaling	5.9E−03	*ACTC1*, *ACTN2*, *ACTG2*
Integrin Signaling	6.3E−03	*CAV1*, *ACTC1*, *ACTN2*, *ACTG2*
Choline Degradation I	6.5E−03	*CHDH*
Virus Entry via Endocytic Pathways	6.9E−03	*CAV1*, *ACTC1*, *ACTG2*
Paxillin Signaling	7.4E−03	*ACTC1*, *ACTN2*, *ACTG2*
Mechanisms of Viral Exit from Host Cells	7.8E−03	*ACTC1*, *ACTG2*
Iron Homeostasis Signaling	9.8E−03	*CYBRD1*, *SLC11A1*, *HMOX1*
Phagosome Maturation	1.2E−02	*DYNLT1*, *CTSK*, *PRDX1*
Epithelial Adherens Junction Signaling	1.3E−02	*ACTC1*, *ACTN2*, *ACTG2*
Nicotine Degradation III	1.4E−02	*AOX1*, *Aox3*

10.1128/mBio.01947-20.9 TABLE S3 All significantly enriched IPA canonical pathways (*P* value threshold of ≤0.05 using Fisher’s exact test) in the MAC-infected lungs of *Nrf2*^−/−^ mice compared with those of wild-type mice. Download Table S3, XLSX file, 0.01 MB. Copyright © 2021 Nakajima et al. 2021 Nakajima et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Nrf2-regulated gene expression after MAC infection.

To validate RNA-seq data, the expression levels of Nrf2, Nramp1, and HO-1 were assessed by quantitative PCR (qPCR) in lung tissues of wild-type and *Nrf2*^−/−^ mice infected with MAC bacteria. Expression of Nrf2 was not induced in the lungs of wild-type mice 2 or 4 months after MAC infection, and it was not detected in *Nrf2*^−/−^ mice, regardless of infection (Fig. S4). The expression of Nramp1 and HO-1 was increased in the lungs of both types of mice 2 months and 4 months after MAC infection; however, the expression levels were significantly lower in the lungs of *Nrf2*^−/−^ mice than in those of wild-type mice. Thus, it was confirmed that the expression of Nramp1 and HO-1 was regulated by Nrf2 *in vivo* during MAC infection. By homology analysis using a mouse gene database, it was also confirmed that antioxidant responsive elements, Nrf2 binding sites, are located in the promoter regions of both Nramp1 and HO-1 genes (data not shown).

10.1128/mBio.01947-20.4 FIG S4 Validation of RNA-seq data by performing qPCR for Nrf2-regulated gene expression, Nrf2, HO-1, and Nramp1, in lung tissues 2 months and 4 months after MAC infection. The expression levels of *Nrf2*, *Nramp1*, and *HO-1* in the infected lungs of wild-type and *Nrf2*^−/−^mice 2 months (A) or 4 months (B) after MAC infection. Experiments were performed in duplicate with four mice in each group. *, significant difference between infected mice and noninfected mice in each genotype (*P* < 0.05). #, significant difference between *Nrf2*^−/−^ mice and wild-type mice after MAC infection (*P* < 0.05). Data are means and SEM. Download FIG S4, TIF file, 1.1 MB. Copyright © 2021 Nakajima et al. 2021 Nakajima et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Nrf2-regulated gene expression occurred in alveolar macrophages after MAC infection.

Alveolar macrophages are known to be the most important cells during MAC infection, both as the main reservoir of infection and as bacillus-killing cells. Therefore, the expression levels of Nrf2, HO-1, and Nramp1 were assessed by qPCR in alveolar macrophages obtained from lungs of wild-type and *Nrf2*^−/−^ mice. The expression of Nrf2 was induced in alveolar macrophages from the lungs of wild-type mice 2 months after MAC infection, but it was not detected in *Nrf2*^−/−^ mice, regardless of infection (Fig. 4A). The expression of Nramp1 was increased in alveolar macrophages from the lungs of all mice after MAC infection; however, the expression level was significantly lower in *Nrf2*^−/−^ alveolar macrophages than in wild-type macrophages (Fig. 4A). The expression of HO-1 was significantly lower in alveolar macrophages from the lungs of *Nrf2*^−/−^ mice than in those of wild-type mice, regardless of infection. These results show that Nrf2-regulated upregulation of Nramp1 expression after MAC occurs mainly in alveolar macrophages.

**FIG 4:**
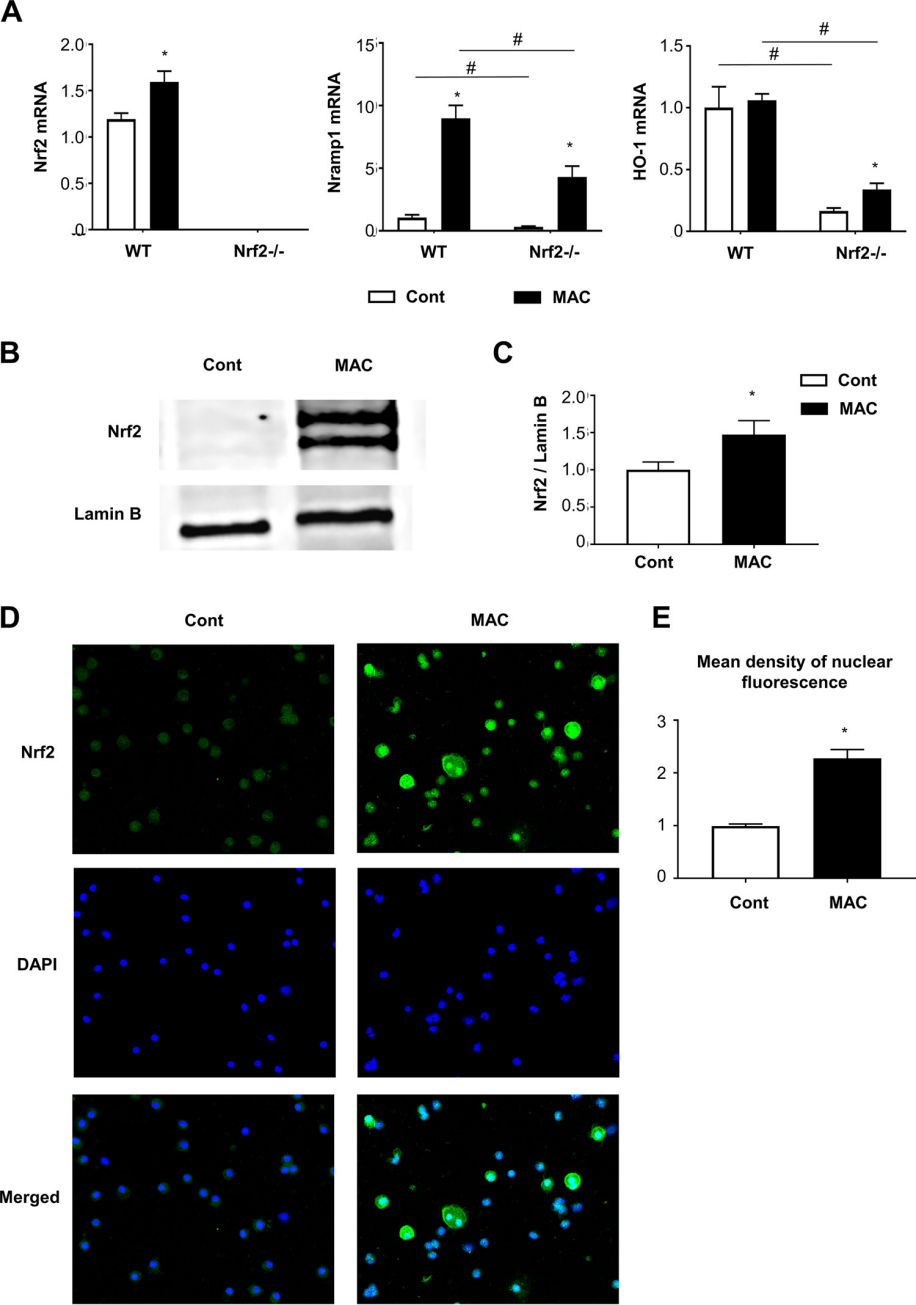
Alveolar macrophages from infected lungs are responsible for the expression of Nramp1 regulated by Nrf2. Alveolar macrophages were obtained from BAL fluids of wild-type and *Nrf2*^−/−^ mice 2 months after intranasal inoculation of 1 × 10^7^ CFU of MAC bacteria or saline (Cont). (A) Expression of *Nrf2*, *Nramp1*, and *HO-1* in alveolar macrophages from infected lungs of wild-type and *Nrf2*^−/−^mice. (B and C) Representative Western blots of Nrf2 expression (B) and its semiquantitative analysis (C) in lung nuclear extracts from wild-type mice that were infected with MAC bacteria or uninfected. Values were normalized to lamin B. (D) Representative fluorescence images of Nrf2 immunoreactivity (green) and nuclear staining with DAPI (blue) in BAL-recovered cells of MAC infected wild-type mice (magnification, ×200). (E) Semiquantitative analysis of the mean fluorescence density of Nrf2 staining in the nuclei of alveolar macrophages from each group of mice. The fold changes between MAC-infected alveolar macrophages and control alveolar macrophages (saline) are shown. Experiments were performed in duplicate with four mice in each group. Significant differences between infected mice and noninfected mice (*, *P* < 0.05) and between *Nrf2*^−/−^ mice and wild-type mice (#, *P* < 0.05) are shown. Data are means and SEM.

Next, whether nuclear translocation of Nrf2 occurs in alveolar macrophages after MAC infection was examined. Western blot analysis showed increased Nrf2 protein in the nuclear fraction of whole lungs from wild-type mice 2 months after infection (Fig. 4B and C). Immunofluorescence analysis showed that Nrf2 was abundantly expressed in wild-type alveolar macrophages, and MAC infection clearly increased the translocation of Nrf2 to the nuclei of these macrophages (Fig. 4D and E). Moreover, it was confirmed that Nramp1 was actually induced in alveolar macrophages from uninfected wild-type mice when Nrf2 was stimulated with sulforaphane (SFN), an activator of Nrf2, *in vitro* (Fig. S5). Altogether, it was presumed that Nrf2 was activated in alveolar macrophages from wild-type mice in response to MAC infection, and Nramp1 was subsequently induced in the alveolar macrophages.

10.1128/mBio.01947-20.5 FIG S5 Sulforaphane enhances expression of Nrf2 in the nuclei of alveolar macrophages from uninfected wild-type mice and induces expression of Nramp1 in alveolar macrophages. Alveolar macrophages were obtained from BAL fluids of uninfected wild-type mice. These alveolar macrophages were then stimulated with sulforaphane (SFN) for 24 h in vitro. (A) Expression of *Nramp1* in alveolar macrophages from uninfected lungs of wild-type mice, untreated or treated with SFN for 24 h *in vitro*. (B) Representative fluorescence images of Nrf2 immunoreactivity (green) and nuclear staining with DAPI (blue) in BAL fluid cells of wild-type mice, treated or untreated with SFN for 24 h *in vitro* (magnification, ×200). (C) Semiquantitative analysis of the mean fluorescence density of Nrf2 staining in the nuclei of alveolar macrophages from each group of mice. The fold change between SFN-treated alveolar macrophages and control alveolar macrophages (not treated with SFN) is shown. Experiments were performed in duplicate with four mice in each group. *, significant difference between treated alveolar macrophages and untreated alveolar macrophages (*P* < 0.05). Data are means and SEM. Download FIG S5, TIF file, 3.0 MB. Copyright © 2021 Nakajima et al. 2021 Nakajima et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Bacterial growth was assessed in alveolar macrophages obtained from wild-type and *Nrf2*^−/−^ mice 2 months after infection. The engulfment of MAC bacteria by macrophages was observed in both genotypes of mice (Fig. 5A). However, the numbers of macrophages containing MAC bacteria were higher in *Nrf2*^−/−^ mice than in wild-type mice (Fig. 5A). The numbers of bacteria per cell were also significantly higher in *Nrf2*^−/−^ macrophages than in wild-type macrophages (Fig. 5B).

**FIG 5:**
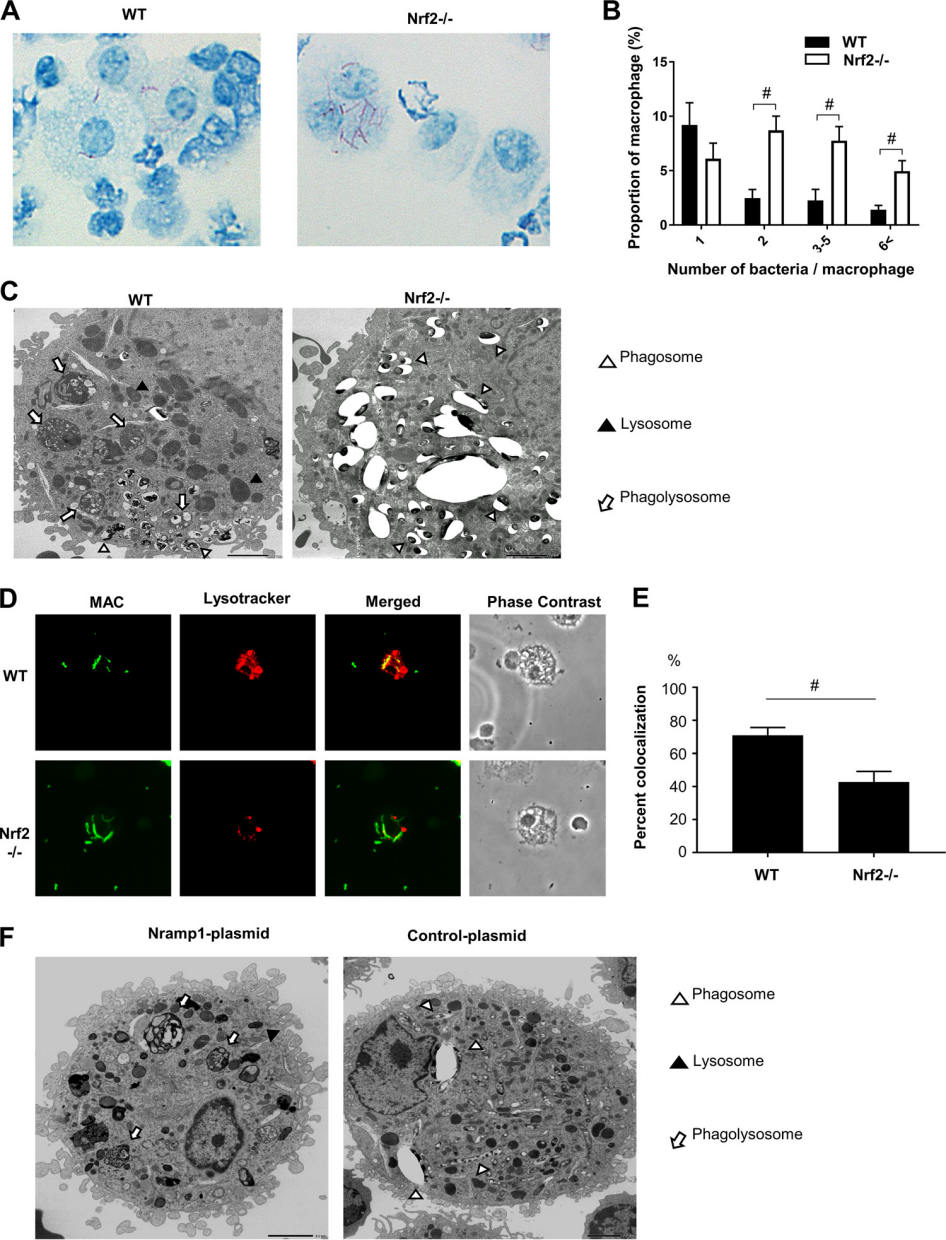
The Nrf2-Nramp1 pathway promotes MAC bacterial killing in alveolar macrophages by enhancing phagolysosome formation. (A) Representative images of intracellular MAC bacteria in alveolar macrophages from infected lungs of wild-type (WT) and *Nrf2*^−/−^mice. Kinyoun staining was used. Magnification, ×200. (B) Number of bacteria per alveolar macrophage. (C) Electron micrographs of alveolar macrophages from wild-type and *Nrf2*^−/−^ mice 2 months after MAC infection. Phagosomes, lysosomes, and phagolysosomes are indicated by open arrowheads, closed arrowheads, and arrows, respectively. Bar = 2.0 μm. (D) Fluorescent staining to detect the formation of phagolysosomes in alveolar macrophages obtained from MAC-infected wild-type mice (top) and *Nrf2*^−/−^ mice (bottom). MAC bacteria were labeled with auramine (green), and lysosomes were stained with Lysotracker Red. Magnification, ×200. (E) Percentage of vesicles costained with MAC bacteria and lysosomes in macrophages obtained from MAC-infected wild-type mice (WT) and *Nrf2*^−/−^ mice. A minimum of 100 cells were analyzed. (F) Electron micrographs of MAC-infected alveolar macrophages transfected with Nramp1 or mock infected (control). Phagosomes, lysosomes, and phagolysosomes are indicated by open arrowheads, closed arrowheads, and arrows, respectively. Bar = 2.0 μm. Experiments were performed in duplicate with four mice in each group. Significant differences between *Nrf2*^−/−^ mice and wild-type mice after MAC infection are shown (#, *P* < 0.05). Data are means and SEM.

The cytoplasmic structure of alveolar macrophages obtained from the lungs of both genotypes 2 months after MAC infection was further assessed by electron microscopy. In wild-type macrophages, there are lysosomes, MAC-engulfed phagosomes, and many phagolysosomes formed by fusion of lysosomes with MAC-engulfed phagosomes. MAC was digested in phagolysosomes (Fig. 5C). On the other hand, phagolysosomes were rarely seen, and relatively long bacilli were abundantly located in large vacuole-like lysosomes in *Nrf2*^−/−^ macrophages (Fig. 5C). Phagolysosome formation was also analyzed by confocal microscopy. Colocalization of MAC bacteria and lysosome contents, which indicates the formation of phagolysosomes, was clearly seen in alveolar macrophages of wild-type mice but not of *Nrf2*^−/−^ mice (Fig. 5D). Quantitative analysis showed that the proportion of phagolysosomes was significantly lower in alveolar macrophages of *Nrf2*^−/−^ mice than in those of wild-type mice (Fig. 5E). These results suggest that intracellular bacterial killing is suppressed due to reduced phagolysosome formation in Nrf2-deficient macrophages.

To determine the direct effect of Nramp1 on MAC bacteria, the Nramp1 gene was transfected in *Nrf2*^−/−^ alveolar macrophages during MAC infection. These transfected alveolar macrophages had increased Nramp1 protein expression (Fig. S6). Electron microscopy showed that several phagolysosomes were observed in Nramp1-transfected macrophages, whereas phagolysosomes were rarely formed in mock-transfected macrophages (Fig. 5F). Thus, it was confirmed that Nramp1 supplementation enhances the formation of phagolysosomes in *Nrf2*^−/−^ macrophages.

10.1128/mBio.01947-20.6 FIG S6 The Nramp1 transfected macrophages have increased Nramp1 protein expression. (A and B) Representative Western blots of Nramp1 expression (A) and its semiquantitative analysis (B) in total cellular extracts from BAL-recovered inflammatory cells of MAC-infected *Nrf2*^−/−^ mice, transfected with plasmid Nramp1 DNA or transfected with just plasmid DNA. Values were normalized to β-actin. (C) Representative fluorescence images of Nramp1 immunoreactivity (green) and nuclear staining with DAPI (blue) in BAL-recovered alveolar macrophages of MAC infected *Nrf2*^−/−^ mice, transfected with plasmid Nramp1 DNA or transfected with just plasmid DNA (magnification, ×200). (D) Semiquantitative analysis of the mean fluorescence density of Nramp1 staining in the *Nrf2*^−/−^ alveolar macrophages from each group of mice. The fold change between Nramp1-transfected alveolar macrophages and control alveolar macrophages (transfected with just plasmid DNA) is shown. *, significant difference between Nramp1-transfected *Nrf2*^−/−^ alveolar macrophages and control plasmid transfected *Nrf2*^−/−^ alveolar macrophages (*P* < 0.05). Data are means and SEM. Download FIG S6, TIF file, 2.7 MB. Copyright © 2021 Nakajima et al. 2021 Nakajima et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Activation of Nrf2 increases resistance to MAC infection.

To confirm whether activation of Nrf2 induces Nramp1 and HO-1 expression and reduces the growth of MAC bacteria *in vivo*, wild-type mice were administered SFN during MAC infection. The mycobacterial counts in the lung, liver, and spleen were reduced after SFN treatment (Fig. 6A). SFN treatment also increased the expression levels of Nramp1 and HO-1 (Fig. 6B). Thus, it was confirmed *in vivo* that activation of Nrf2 by SFN suppresses the growth of MAC by upregulating lung expression of Nramp1 and HO-1.

**FIG 6:**
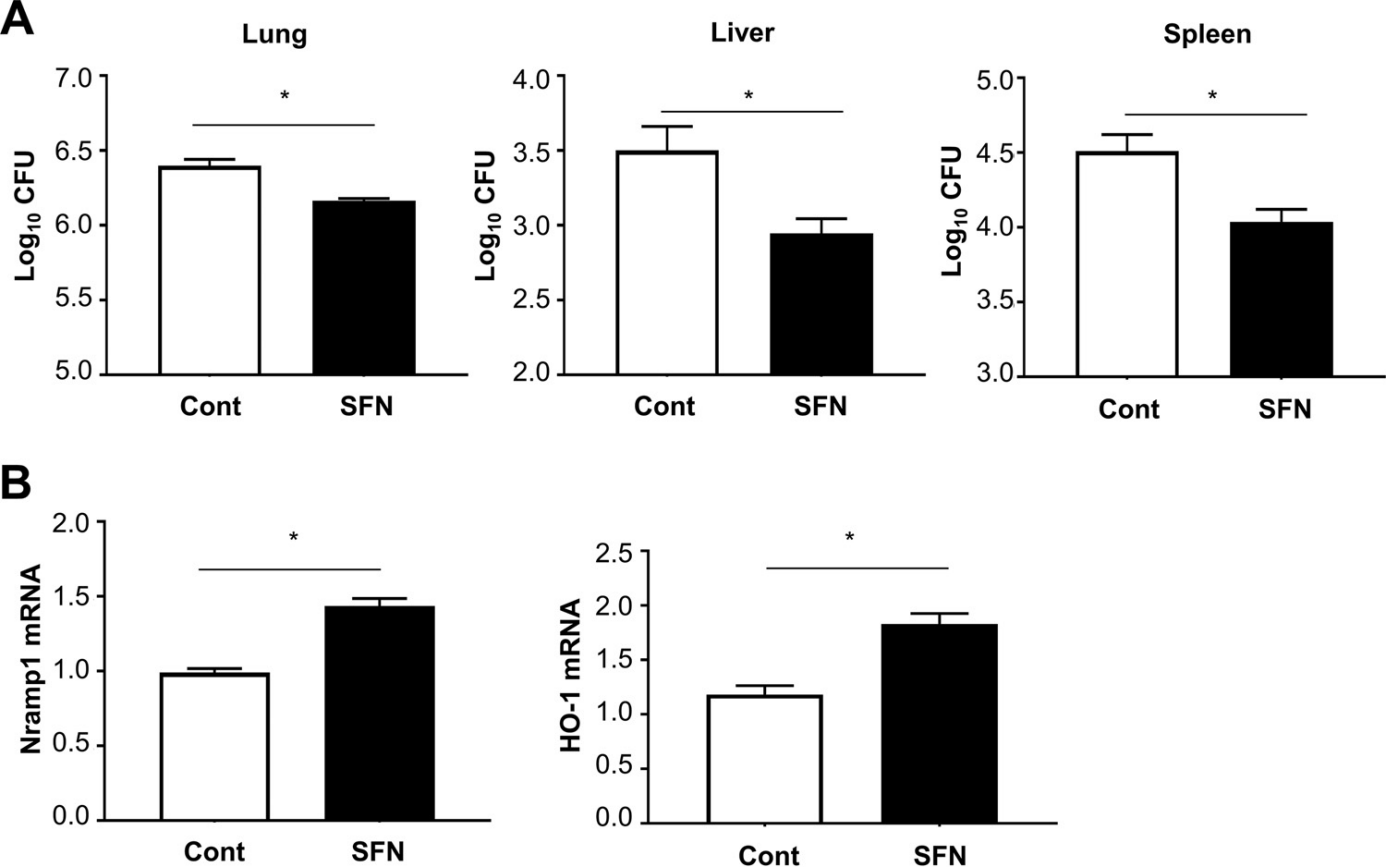
Treatment with sulforaphane (SFN) decreases *Mycobacterium* growth by upregulating the expression of Nramp1 and HO-1. (A) Mycobacterial outgrowths in the lung, liver, and spleen of wild-type mice 1 month after intranasal inoculation of 1 × 10^7^ CFU of MAC with or without treatment with sulforaphane. The results are expressed as CFU per organ. (B) Expression of Nramp1 and HO-1 in the lungs of wild-type mice 1 month after intranasal inoculation of 1 × 10^7^ CFU of MAC (solid bars). Control mice were administered saline intranasally and the same amount of dimethyl sulfoxide (DMSO) with PBS intraperitoneally (open bars). Experiments were performed in duplicate with four mice in each group. Differences between SFN-treated *Nrf2*^−/−^ mice and control *Nrf2*^−/−^ mice after MAC infection were significant (*, *P* < 0.05). Data are means and SEM.

## DISCUSSION

The present study demonstrates that Nrf2 plays an important role in protection against pulmonary MAC infection. Nrf2 is known to be a major regulator of expression of various antioxidant response element (ARE)-driven cytoprotective genes, and its protective role has been demonstrated in infections with intracellular pathogens, such as *Salmonella* Typhimurium infection and tuberculosis (12–14). This study is the first to show that Nrf2 is a host factor that regulates susceptibility to pulmonary MAC infection. The mechanisms of Nrf2 activation by oxidative stress have been elucidated at a molecular level. Under resting conditions in normal cells, Nrf2 is retained in the cytoplasm by binding with Kelch-like ECH-associated protein-1 (Keap1), a cellular stress sensor protein, and it is maintained at a reduced level by the Keap1-dependent ubiquitination and proteasomal degradation systems (15, 16). In the presence of reactive oxygen species (ROS), Keap1-dependent ubiquitin ligase activity is inhibited, and Nrf2 can translocate to the nucleus, where it forms a heterodimer with small Maf proteins and binds to the ARE consensus sequence (17). Previous studies demonstrated that Nrf2 dysfunction leads to deterioration of oxidative stress during acute infection, which amplifies inflammation and induces tissue injury (18–20). We therefore presumed that the susceptibility to pulmonary MAC infection in *Nrf2*^−/−^ mice is caused by excessive oxidative stress. However, the findings in the present study indicate that oxidative stress is not likely to account for the increased susceptibility observed in *Nrf2*^−/−^ mice during pulmonary MAC infection. The oxidative stress response might be saturated due to persistent infection regardless of mouse genotype in this model. In keeping with this, it was reported that the oxidative stress level in the lungs was not different between wild-type and *Nrf2*^−/−^ mice following Streptococcus pneumoniae infection (20).

Th1 immune responses are thought to be important in protection against intracellular pathogens (21). The Th1 cytokine IFN-γ activates nitric oxide production in macrophages, which subsequently enhances mycobactericidal activities (22). IL-12 acts as a linker of innate and acquired immunities by inducing Th1 cell differentiation, releasing IFN-γ from Th1 cells, and activating macrophages (22, 23). Nrf2 can modify Th1/Th2 balance by regulating oxidative stress. Previous studies demonstrated that expression of Th2 cytokines was significantly increased in *Nrf2*^−/−^ mice in response to several stimuli, such as antigens, particulate matter, and bleomycin (24–26). However, in the present study, the level of Th1 immunity did not differ between wild-type mice and *Nrf2*^−/−^ mice after MAC infection, suggesting the presence of other mechanisms to explain Nrf2-associated protection against MAC infection.

Surprisingly, RNA-seq analysis showed that Nramp1 and HO-1 were strong candidates as differentially expressed genes under the regulation of Nrf2. In a previous study, Harada et al. showed that Nrf2 activation induced the expression of Nramp1 in wild-type bone marrow-derived macrophages (BMDMs) but not in BMDMs from *Nrf2*^−/−^ mice (27). Therefore, Nramp1 is one of the important downstream targets of Nrf2 (27–29). Consistent with this, the expression of Nramp1 was lower in the lungs and alveolar macrophages from *Nrf2*^−/−^ mice after MAC infection than in those from wild-type mice in the present study. Moreover, it was also confirmed that Nramp1 was actually induced in alveolar macrophages from uninfected wild-type mice when Nrf2 was stimulated with SFN, an activator of Nrf2. *Nramp1* is one of the important disease susceptibility genes of PNTM disease in humans (30). The Nramp1 (SLC11A1) protein functions as a divalent transition metal transporter, but its precise biochemical function remains unclear (31, 32). In mice, loss-of-function mutations in the *Nramp1* gene cause susceptibility to infections with several bacteria, such as *Leishmania*, *Salmonella*, and *Mycobacteria* (33, 34). In addition, analysis of Nramp1 function using Nramp1-deficient mice showed that M. avium prevented phagosome maturation and fusion with lysosomes in Nramp1-deficient macrophages (35). Consistent with this, in the present study, electron microscopy and confocal microscopy showed that phagolysosome formation was impaired in alveolar macrophages from *Nrf2*^−/−^ mice, as in Nramp1-deficient macrophages, after MAC infection. Moreover, supplementation of Nramp1 to *Nrf2*^−/−^ mice enhanced maturation of phagolysosomes. Thus, the Nrf2-Nramp1 pathway is important for protection against MAC infection in this model.

The results of the present study demonstrated that the Nrf2-Nramp1 pathway acts in alveolar macrophages. Alveolar macrophages provide the first line of defense against microorganisms in the lower airways. During MAC infection, alveolar macrophages are the most important cells, as both the main reservoir of infection and bacillus-killing cells. Beside killing bacilli, macrophages play an important role in granuloma formation during mycobacterial infection. HO-1 is an inducible, cytoprotective protein that can be transactivated by Nrf2 in many inflammatory conditions, including mycobacterial infection (36–39). It was demonstrated that HO-1 plays an important role in granuloma formation and maturation and in prevention of dissemination of MAC infection in a mouse model by regulating MCP-1 and CCR2 expression in monocytes/macrophages (37). A significant reduction of granuloma formation was observed in the lungs of *Nrf2*^−/−^ mice 27 weeks after infection with M. tuberculosis (14). Similarly, in our model, poor and disorganized granuloma formation was observed in the lungs of *Nrf2*^−/−^ mice at the late stage of MAC infection, with reduced expression of HO-1. Therefore, induction of HO-1, regulated by Nrf2, might be involved in granuloma formation in our model. The elucidation of detailed mechanisms of Nrf2-mediated granuloma formation is needed.

Production of ROS in macrophages is crucial for killing mycobacteria. However, excessive ROS production can damage host cells and organs. The Nrf2/Keap1 system may regulate the level of ROS in macrophages during mycobacterial infection. Indeed, Awuh et al. showed that Keap1 suppressed the inflammatory response, thereby allowing the growth of MAC in macrophages (40). These findings suggest that, although antioxidant defenses are important in avoiding overwhelming inflammation, they provide an opportunity to develop resistance mechanisms. However, in the present study, the growth of MAC was significantly higher in the lungs of *Nrf2*^−/−^ mice. A possible explanation for the discrepancy between these experimental results is that Keap1 may regulate not only Nrf2 activation but also several inflammatory signaling molecules as part of an E3 ubiquitin ligase complex.

In conclusion, it was demonstrated that Nrf2 regulates susceptibility to pulmonary MAC disease. *Nrf2*^−/−^ mice showed diminished Nramp1 expression in alveolar macrophages in which poor digestion of MAC bacteria was observed. In addition, *Nrf2*^−/−^ mice showed decreased HO-1 expression in lung tissues in which poor granuloma formation was detected. Reduced Nramp1 and HO-1 responses increased susceptibility to systemic MAC infection. The putative mechanisms of Nrf2-regulated host responses to MAC bacteria are summarized in Fig. 7. In this respect, the Nrf2-Nramp1 and Nrf2-HO-1 pathways are essential in defining the outcome of MAC infection. Several Nrf2 activators have been discovered so far. Thus, activation of Nrf2 in alveolar macrophages might be a useful therapeutic approach for protection against pulmonary MAC disease.

**FIG 7:**
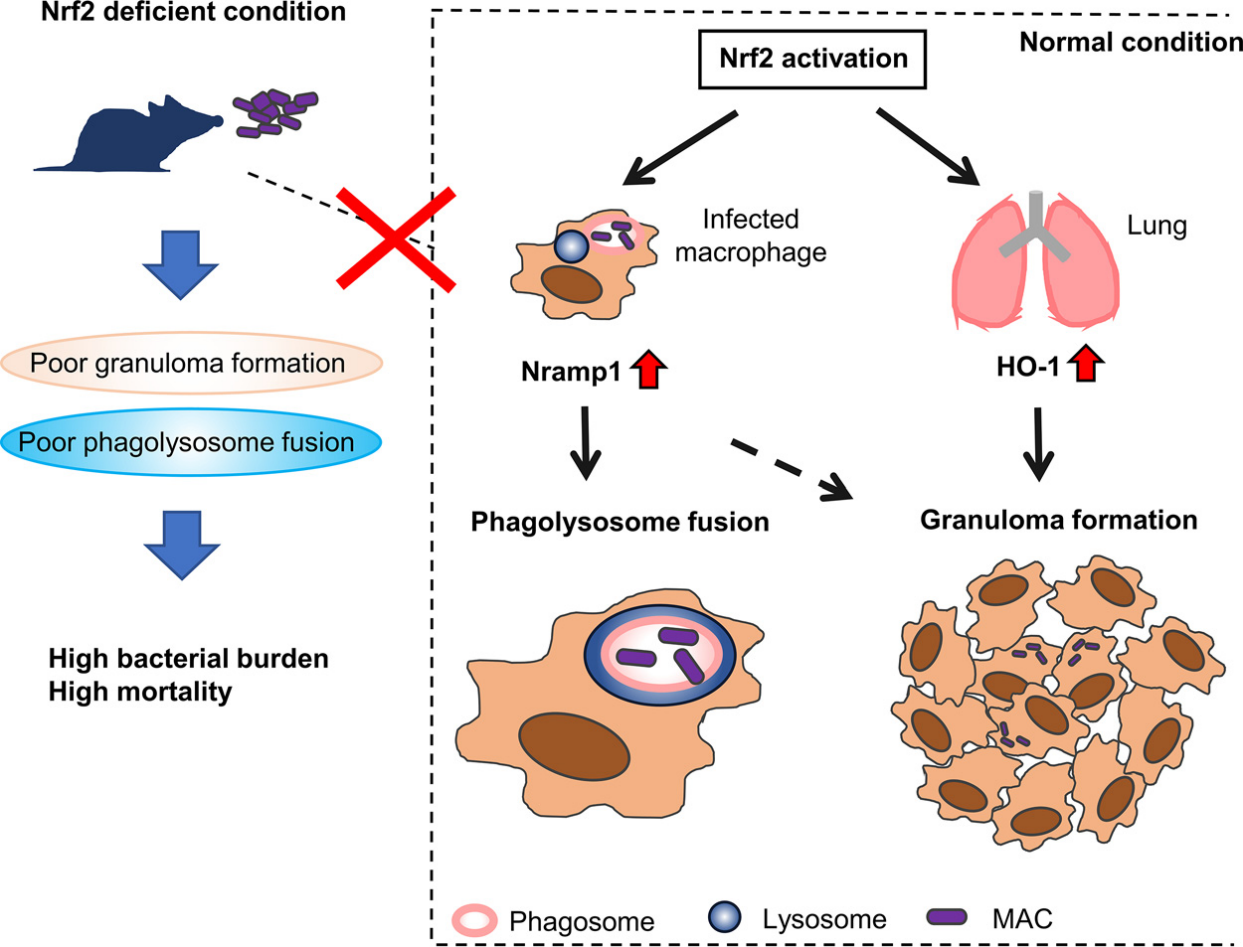
Schematic presentation of the role of Nrf2 in MAC infection. In Nrf2-competent animals, infection with MAC bacteria activates Nrf2 to induce the expression of Nramp1 and HO-1 genes in the lung tissue. Nramp1 is especially induced by Nrf2 in infected alveolar macrophages. HO-1 is associated with organized granuloma formation, whereas Nramp1 is involved in promoting phagosome-lysosome fusion in alveolar macrophages and eventually in organized granuloma formation as well. If Nrf2 is not activated in alveolar macrophages or lungs in response to MAC infection, the phagosome-lysosome fusion and granuloma formation are inhibited. Consequently, MAC bacteria can survive in alveolar macrophages and granulomatous lesions. Thus, the expression of Nramp1 and HO-1 regulated by Nrf2 is among the important host factors in MAC infection.

## MATERIALS AND METHODS

### Mycobacteria.

Mycobacterium avium subsp. *hominissuis*, the clinical isolate used in a previous study (21), was used as an M. avium complex (MAC) bacterium. The bacterium was grown to mid-log phase in Middlebrook 7H9 liquid medium (Difco/Becton Dickinson), aliquoted, and frozen at −80°C until use. Bacterial counts in each organ were determined by plating serial dilutions of organ homogenates of individual mice onto Middlebrook 7H10 agar plates and counting bacterial colonies 2 weeks after plating.

### Mice and infection.

Wild-type BALB/c mice were purchased from Charles River (Yokohama, Japan). *Nrf2*^−/−^ mice were generated as described (41) and backcrossed with BALB/c mice for nine generations. Female mice (8 to 12 weeks old) were infected with MAC via intranasal inoculation at a dose of 1 × 10^7^ CFU in 50 μl of saline. Control mice were treated with 50 μl of saline. All animal studies were approved by the Institutional Review Board.

### Histology.

Lung sections were stained with hematoxylin and eosin. Ziehl-Neelsen stain was used to detect bacilli. A quantitative method was used to evaluate the size of granulomas on light microscopy. A total of 10 granulomas were randomly selected in each group consisting of 4 mice 8 months after MAC infection and measured with a micrometer.

### Immunohistochemistry.

Paraffin-embedded sections of lung tissues were immunostained with an antibody against 8-OHdG (JaICA, Shizuoka, Japan) using the universal immuno-enzyme polymer method (Histofine Simple Stain; Nichirei, Tokyo, Japan). The anti-8-OHdG antibody was used at a concentration of 100 μg/ml, and nonimmune mouse IgG was used as a negative control. 3,3′-Diaminobenzidine tetrahydrochloride was used as a chromogen for color development, and Myer’s hematoxylin was used as a counterstain.

### Bronchoalveolar lavage.

Lungs were lavaged with six sequential 1-ml aliquots of saline. Cells were counted using a hemocytometer, and differential cell counts were obtained by staining with Diff-Quick (Polysciences, Inc.) after cytospins. The distributions of the numbers of bacteria per alveolar macrophage were evaluated by Kinyoun staining.

### Reverse transcription-PCR.

Total RNA was extracted from lungs and alveolar macrophages from BAL fluids. Real-time quantitative reverse transcription-PCR (RT-PCR) was performed using QuantStudio 5 (Applied Biosystems). The PCR primers used in this study are listed in Table S4 in the supplemental material. The target gene expression levels were calculated using the ΔΔ*C_T_* method and normalized against glyceraldehyde 3-phosphate dehydrogenase mRNA.

10.1128/mBio.01947-20.10 TABLE S4 Primers used for RT-PCR. Download Table S4, DOCX file, 0.02 MB. Copyright © 2021 Nakajima et al. 2021 Nakajima et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Flow cytometry.

Lungs were digested with 75 U/ml collagenase (type 1; Sigma) at 37°C for 90 min, and isolated cells were filtered through a 20-μm nylon mesh. The cells were then stained with anti-CD4 and anti-T cell receptor β (TCR-β) antibodies (BioLegend) to detect T cells and analyzed by flow cytometry. T cell production of intracellular IFN-γ was determined by flow cytometry using allophycocyanin (APC)-conjugated anti-mouse IFN-γ (BioLegend), as described previously (21).

### Isolation of alveolar macrophages.

BAL fluids were cultured in wells of a 96-well plate at 37°C for 60 min. Nonadherent cells were removed by washing wells with PBS, and adherent cells were regarded as alveolar macrophages.

### SFN treatment.

*R*,*S*-Sulforaphane (SFN; LKT Laboratories Inc., St. Paul, MN) was used in this study. A stock solution of SFN (1 M) was prepared using dimethyl sulfoxide as a solvent and stored at −20°C in the dark. The stock SFN solution was diluted with phosphate-buffered saline (PBS) just before use. Adherent alveolar macrophages were incubated in medium containing SFN (10 μM) for 24 h. Then, RNA was extracted for quantitative RT-PCR experiments. SFN was intraperitoneally injected into wild-type mice at a dose of 5 mg/kg 5 days/week for 4 weeks just after intranasal inoculation of MAC.

### Nramp1 DNA transfection to alveolar macrophages.

Mouse Nramp1 cDNA open reading frame (ORF) clones (MR227222) were purchased from OriGene. Twenty-five micrograms of plasmid Nramp1 DNA (pCMV-Nramp1) was dissolved in a 5% glucose solution and added to cationic polymer polyethyleneimine (*in vivo*-jetPEI-Man; Polyplus, NY) solution to an N/P ratio of 7. A total of 50 μl of the Nramp1 DNA-jetPEI complex was administered intranasally to *Nrf2*^−/−^ mice once a week for 2 months starting from 1 week before MAC infection. Control mice were treated with pCMV vector intranasally at the same time points.

### Immunofluorescence microscopy.

Cells from BAL fluids were prepared using cytospin, then fixed in 4% paraformaldehyde, permeabilized in 0.5% Triton X-100, and immunostained with an anti-Nrf2 rabbit polyclonal antibody (H-300; Santa Cruz Biotechnology) or anti-Nramp1 mouse monoclonal antibody (E2; Santa Cruz Biotechnology) overnight at 4°C. Cells were then stained with a secondary antibody, DyLight 488-conjugated goat anti-rabbit IgG (Abcam, Cambridge, England) or fluorescein isothiocyanate (FITC)-conjugated goat-anti-mouse IgG (Jackson ImmunoResearch), and mounted on slides with 4′,6-diamidino-2-phenylindole (DAPI) mounting medium (Thermo Fisher Scientific). Immunofluorescence images were obtained and analyzed using a BZX710 fluorescence microscope and a BZ-X analyzer (Keyence, Osaka, Japan). Nrf2 expression was quantified in fluorescence images by calculating the mean Nrf2 density in alveolar macrophage nuclei in 5 to 10 randomly chosen areas (50 to 100 cells/area). Nramp1 expression was quantified in fluorescence images by calculating the mean Nramp1 density in alveolar macrophages in 5 to 10 randomly chosen areas (50 to 100 cells/area).

### Detection of phagolysosomes.

To detect phagolysosomes, BAL-recovered macrophages were stained with lysosomotropic agent LysoTracker Red DND-99 (Thermo Fisher Scientific) to recognize lysosomes following the manufacturer’s instructions. MAC bacteria were stained with auramine. Images were captured and analyzed using a BZX710 fluorescence microscope and a BZ-X analyzer.

### Electron microscopy.

Glutaraldehyde-fixed cells were washed with cacodylate buffer and postfixed for 1 h at room temperature with 1% osmium tetroxide in the same buffer. They were scraped off the dishes, concentrated in 2% agar in cacodylate buffer, and treated for 1 h at room temperature with 1% uranyl acetate in Veronal buffer. Samples were dehydrated in a graded series of acetone (or alcohol when they contained latex beads) and embedded in Epon. Thin sections were stained with 2% uranyl acetate in distilled water and then with lead citrate.

### Western blot analysis.

Nuclear extracts were prepared from lung tissues using a nuclear extraction kit (Invent Biotechnologies, Inc., Plymouth City, MN), according to the manufacturer’s instructions. The total cellular extracts were prepared from BAL-recovered cells using a mammalian cell lysis reagent (Merck), according to the manufacturer’s instructions. Ten to twenty micrograms of nuclear extracts was separated with 10% SDS-PAGE gels and transferred onto polyvinylidene difluoride (PVDF) membranes. After the blocking of nonspecific sites, the PVDF membranes were incubated with anti-Nrf2 antibodies (H-300) or anti-Nramp1 antibodies (E-2), followed by incubation with horseradish peroxidase-conjugated secondary antibody. Immunoreactive bands were visualized by image scanning using a LAS-4000 Imager (GE Healthcare). Lamin B or β-actin was used as an internal control. Values were normalized to lamin B to evaluate expression of Nrf2. Values were normalized to β-actin to evaluate expression of Nramp1.

### RNA extraction from lung tissues and sample preparation for RNA-seq.

Total RNA from lung tissues was extracted using TRIzol with a homogenizer. In 12 individual samples (3 from the lungs of the wild-type mice treated with saline, 3 from the lungs of the *Nrf2*^−/−^ mice treated with saline, 3 from the lungs of the wild-type mice infected with M. avium for 2 months, and 3 from the lungs of the *Nrf2*^−/−^ mice infected with M. avium for 2 months), the RNA quantity was measured by Nanodrop 2000 (Thermo Fisher Scientific). RNA quality was monitored with the RNA 6000 Pico kit (Agilent). Then, 500 ng of total RNA were used for RNA-sequencing library preparation with the NEBNext rRNA depletion kit and the NEBNext Ultra Directional RNA library prep kit (New England Biolabs). Library size and concentration were verified with a high-sensitivity DNA kit (Agilent). Sequencing was performed with NextSeq500 (Illumina) by Tsukuba i-Laboratory LLP (Tsukuba, Ibaraki, Japan). FASTQ files were analyzed using CLC Genomics Workbench (CLC-GW, version 10.1.1; Qiagen). Reads were mapped to the mouse reference genome (mm10) and quantified for annotated genes. The Empirical Analysis of DGE tool in CLC-GW was used to detect differential expression of genes (false discovery rate of ≤0.01 and fold change of ≥2.0).

### Functional enrichment analysis and pathway analysis of differentially expressed genes.

GO terms enriched in the differentially expressed (DE) genes were identified using ToppGene Suite (http://toppgene.cchmc.org) (42). The adjusted (Benjamini-Hochberg FDR method for multiple testing correction) *P* value of ≤0.05 was used as the cutoff criterion. Biological pathways enriched in the data were identified using IPA software (Ingenuity Systems) using Fisher’s exact test (*P* value threshold, ≤0.05).

### Statistical analysis.

Data are expressed as means and standard errors of the means (SEM). Data comparisons among the experimental groups were performed using one-way analysis of variance (ANOVA) followed by *post hoc* tests. Survival data were analyzed by the Kaplan-Meier method and the log-rank test. *P* values of ≤0.05 were considered significant.

GraphPad Prism version 7 (Graph Pad Software Inc.) was used for statistical analysis.

### Data availability.

The data are available under GEO series accession number GSE144268.

## References

[1] Karakousis PC, Moore RD, Chaisson RE 2004 Mycobacterium avium complex in patients with HIV infection in the era of highly active antiretroviral therapy. Lancet Infect Dis 4:557–565. doi:10.1016/S1473-3099(04)01130-2.15336223

[2] Wu UI, Holland SM 2015 Host susceptibility to non-tuberculous mycobacterial infections. Lancet Infect Dis 15:968–980. doi:10.1016/S1473-3099(15)00089-4.26049967

[3] Altare F, Durandy A, Lammas D, Emile JF, Lamhamedi S, Le Deist F, Drysdale P, Jouanguy E, Doffinger R, Bernaudin F, Jeppsson O, Gollob JA, Meinl E, Segal AW, Fischer A, Kumararatne D, Casanova JL 1998 Impairment of mycobacterial immunity in human interleukin-12 receptor deficiency. Science 280:1432–1435. doi:10.1126/science.280.5368.1432.9603732

[4] Patel SY, Ding L, Brown MR, Lantz L, Gay T, Cohen S, Martyak LA, Kubak B, Holland SM 2005 Anti-IFN-gamma autoantibodies in disseminated nontuberculous mycobacterial infections. J Immunol 175:4769–4776. doi:10.4049/jimmunol.175.7.4769.16177125

[5] Mirsaeidi M, Allen MB, Ebrahimi G, Schraufnagel D 2015 Hospital costs in the US for pulmonary mycobacterial diseases. Int J Mycobacteriol 4:217–221. doi:10.1016/j.ijmyco.2015.05.003.26258029PMC4524554

[6] Namkoong H, Kurashima A, Morimoto K, Hoshino Y, Hasegawa N, Ato M, Mitarai S 2016 Epidemiology of pulmonary nontuberculous mycobacterial disease, Japan. Emerg Infect Dis 22:1116–1117. doi:10.3201/eid2206.151086.27191735PMC4880076

[7] Prevots DR, Shaw PA, Strickland D, Jackson LA, Raebel MA, Blosky MA, Montes de Oca R, Shea YR, Seitz AE, Holland SM, Olivier KN 2010 Nontuberculous mycobacterial lung disease prevalence at four integrated health care delivery systems. Am J Respir Crit Care Med 182:970–976. doi:10.1164/rccm.201002-0310OC.20538958PMC2970866

[8] Nguyen T, Sherratt PJ, Pickett CB 2003 Regulatory mechanisms controlling gene expression mediated by the antioxidant response element. Annu Rev Pharmacol Toxicol 43:233–260. doi:10.1146/annurev.pharmtox.43.100901.140229.12359864

[9] Ma Q 2013 Role of nrf2 in oxidative stress and toxicity. Annu Rev Pharmacol Toxicol 53:401–426. doi:10.1146/annurev-pharmtox-011112-140320.23294312PMC4680839

[10] Yageta Y, Ishii Y, Morishima Y, Masuko H, Ano S, Yamadori T, Itoh K, Takeuchi K, Yamamoto M, Hizawa N 2011 Role of Nrf2 in host defense against influenza virus in cigarette smoke-exposed mice. J Virol 85:4679–4690. doi:10.1128/JVI.02456-10.21367886PMC3126158

[11] Cho HY, Kleeberger SR 2015 Association of Nrf2 with airway pathogenesis: lessons learned from genetic mouse models. Arch Toxicol 89:1931–1957. doi:10.1007/s00204-015-1557-y.26194645PMC6779142

[12] Nairz M, Schleicher U, Schroll A, Sonnweber T, Theurl I, Ludwiczek S, Talasz H, Brandacher G, Moser PL, Muckenthaler MU, Fang FC, Bogdan C, Weiss G 2013 Nitric oxide-mediated regulation of ferroportin-1 controls macrophage iron homeostasis and immune function in Salmonella infection. J Exp Med 210:855–873. doi:10.1084/jem.20121946.23630227PMC3646493

[13] Palanisamy GS, Kirk NM, Ackart DF, Shanley CA, Orme IM, Basaraba RJ 2011 Evidence for oxidative stress and defective antioxidant response in guinea pigs with tuberculosis. PLoS One 6:e26254. doi:10.1371/journal.pone.0026254.22028843PMC3196542

[14] Mizuno S, Yamamoto M, Sugawara I 2010 Significant reduction of granulomas in Nrf2-deficient mice infected with Mycobacterium tuberculosis. Indian J Tuberc 57:108–113.21114181

[15] Kobayashi A, Kang MI, Okawa H, Ohtsuji M, Zenke Y, Chiba T, Igarashi K, Yamamoto M 2004 Oxidative stress sensor Keap1 functions as an adaptor for Cul3-based E3 ligase to regulate proteasomal degradation of Nrf2. Mol Cell Biol 24:7130–7139. doi:10.1128/MCB.24.16.7130-7139.2004.15282312PMC479737

[16] Zhang DD, Lo SC, Cross JV, Templeton DJ, Hannink M 2004 Keap1 is a redox-regulated substrate adaptor protein for a Cul3-dependent ubiquitin ligase complex. Mol Cell Biol 24:10941–10953. doi:10.1128/MCB.24.24.10941-10953.2004.15572695PMC533977

[17] Itoh K, Tong KI, Yamamoto M 2004 Molecular mechanism activating Nrf2-Keap1 pathway in regulation of adaptive response to electrophiles. Free Radic Biol Med 36:1208–1213. doi:10.1016/j.freeradbiomed.2004.02.075.15110385

[18] Thimmulappa RK, Scollick C, Traore K, Yates M, Trush MA, Liby KT, Sporn MB, Yamamoto M, Kensler TW, Biswal S 2006 Nrf2-dependent protection from LPS induced inflammatory response and mortality by CDDO-Imidazolide. Biochem Biophys Res Commun 351:883–889. doi:10.1016/j.bbrc.2006.10.102.17097057PMC2293275

[19] Athale J, Ulrich A, MacGarvey NC, Bartz RR, Welty-Wolf KE, Suliman HB, Piantadosi CA 2012 Nrf2 promotes alveolar mitochondrial biogenesis and resolution of lung injury in Staphylococcus aureus pneumonia in mice. Free Radic Biol Med 53:1584–1594. doi:10.1016/j.freeradbiomed.2012.08.009.22940620PMC3729022

[20] Gomez JC, Dang H, Martin JR, Doerschuk CM 2016 Nrf2 modulates host defense during Streptococcus pneumoniae pneumonia in mice. J Immunol 197:2864–2879. doi:10.4049/jimmunol.1600043.27566827PMC5026972

[21] Matsuyama M, Ishii Y, Yageta Y, Ohtsuka S, Ano S, Matsuno Y, Morishima Y, Yoh K, Takahashi S, Ogawa K, Hogaboam CM, Hizawa N 2014 Role of Th1/Th17 balance regulated by T-bet in a mouse model of Mycobacterium avium complex disease. J Immunol 192:1707–1717. doi:10.4049/jimmunol.1302258.24446514

[22] Trinchieri G 1997 Cytokines acting on or secreted by macrophages during intracellular infection (IL-10, IL-12, IFN-gamma). Curr Opin Immunol 9:17–23. doi:10.1016/s0952-7915(97)80154-9.9039773

[23] Mendez-Samperio P 2010 Role of interleukin-12 family cytokines in the cellular response to mycobacterial disease. Int J Infect Dis 14:e366-71. doi:10.1016/j.ijid.2009.06.022.19762261

[24] Williams MA, Rangasamy T, Bauer SM, Killedar S, Karp M, Kensler TW, Yamamoto M, Breysse P, Biswal S, Georas SN 2008 Disruption of the transcription factor Nrf2 promotes pro-oxidative dendritic cells that stimulate Th2-like immunoresponsiveness upon activation by ambient particulate matter. J Immunol 181:4545–4559. doi:10.4049/jimmunol.181.7.4545.18802057PMC3086516

[25] Riedl MA, Nel AE 2008 Importance of oxidative stress in the pathogenesis and treatment of asthma. Curr Opin Allergy Clin Immunol 8:49–56. doi:10.1097/ACI.0b013e3282f3d913.18188018

[26] Kikuchi N, Ishii Y, Morishima Y, Yageta Y, Haraguchi N, Itoh K, Yamamoto M, Hizawa N 2010 Nrf2 protects against pulmonary fibrosis by regulating the lung oxidant level and Th1/Th2 balance. Respir Res 11:31. doi:10.1186/1465-9921-11-31.20298567PMC2846897

[27] Harada N, Kanayama M, Maruyama A, Yoshida A, Tazumi K, Hosoya T, Mimura J, Toki T, Maher JM, Yamamoto M, Itoh K 2011 Nrf2 regulates ferroportin 1-mediated iron efflux and counteracts lipopolysaccharide-induced ferroportin 1 mRNA suppression in macrophages. Arch Biochem Biophys 508:101–109. doi:10.1016/j.abb.2011.02.001.21303654

[28] Maruyama A, Mimura J, Harada N, Itoh K 2013 Nrf2 activation is associated with Z-DNA formation in the human HO-1 promoter. Nucleic Acids Res 41:5223–5234. doi:10.1093/nar/gkt243.23571756PMC3664823

[29] Kasai S, Mimura J, Ozaki T, Itoh K 2018 Emerging regulatory role of Nrf2 in iron, heme, and hemoglobin metabolism in physiology and disease. Front Vet Sci 5:242. doi:10.3389/fvets.2018.00242.30364139PMC6191506

[30] Koh WJ, Kwon OJ, Kim EJ, Lee KS, Ki CS, Kim JW 2005 NRAMP1 gene polymorphism and susceptibility to nontuberculous mycobacterial lung diseases. Chest 128:94–101. doi:10.1378/chest.128.1.94.16002921

[31] Jabado N, Jankowski A, Dougaparsad S, Picard V, Grinstein S, Gros P 2000 Natural resistance to intracellular infections: natural resistance-associated macrophage protein 1 (Nramp1) functions as a pH-dependent manganese transporter at the phagosomal membrane. J Exp Med 192:1237–1248. doi:10.1084/jem.192.9.1237.11067873PMC2193348

[32] Blackwell JM, Searle S, Goswami T, Miller EN 2000 Understanding the multiple functions of Nramp1. Microbes Infect 2:317–321. doi:10.1016/s1286-4579(00)00295-1.10758409

[33] Skamene E, Schurr E, Gros P 1998 Infection genomics: Nramp1 as a major determinant of natural resistance to intracellular infections. Annu Rev Med 49:275–287. doi:10.1146/annurev.med.49.1.275.9509263

[34] Forbes JR, Gros P 2001 Divalent-metal transport by NRAMP proteins at the interface of host-pathogen interactions. Trends Microbiol 9:397–403. doi:10.1016/s0966-842x(01)02098-4.11514223

[35] Frehel C, Canonne-Hergaux F, Gros P, De Chastellier C 2002 Effect of Nramp1 on bacterial replication and on maturation of Mycobacterium avium-containing phagosomes in bone marrow-derived mouse macrophages. Cell Microbiol 4:541–556. doi:10.1046/j.1462-5822.2002.00213.x.12174088

[36] Fredenburgh LE, Perrella MA, Mitsialis SA 2007 The role of heme oxygenase-1 in pulmonary disease. Am J Respir Cell Mol Biol 36:158–165. doi:10.1165/rcmb.2006-0331TR.16980551PMC2176110

[37] Regev D, Surolia R, Karki S, Zolak J, Montes-Worboys A, Oliva O, Guroji P, Saini V, Steyn AJ, Agarwal A, Antony VB 2012 Heme oxygenase-1 promotes granuloma development and protects against dissemination of mycobacteria. Lab Invest 92:1541–1552. doi:10.1038/labinvest.2012.125.22964851PMC4017357

[38] Surolia R, Karki S, Wang Z, Kulkarni T, Li FJ, Vohra S, Batra H, Nick JA, Duncan SR, Thannickal VJ, Steyn AJ, Agarwal A, Antony VB 2016 Attenuated heme oxygenase-1 responses predispose the elderly to pulmonary nontuberculous mycobacterial infections. Am J Physiol Lung Cell Mol Physiol 311:L928–l940. doi:10.1152/ajplung.00397.2015.27694475PMC5504405

[39] Habtemariam S 2019 The Nrf2/HO-1 axis as targets for flavanones: neuroprotection by pinocembrin, naringenin, and eriodictyol. Oxid Med Cell Longev 2019:4724920. doi:10.1155/2019/4724920.31814878PMC6878820

[40] Awuh JA, Haug M, Mildenberger J, Marstad A, Do CP, Louet C, Stenvik J, Steigedal M, Damas JK, Halaas O, Flo TH 2015 Keap1 regulates inflammatory signaling in Mycobacterium avium-infected human macrophages. Proc Natl Acad Sci U S A 112:E4272–E4280. doi:10.1073/pnas.1423449112.26195781PMC4534286

[41] Itoh K, Chiba T, Takahashi S, Ishii T, Igarashi K, Katoh Y, Oyake T, Hayashi N, Satoh K, Hatayama I, Yamamoto M, Nabeshima Y 1997 An Nrf2/small Maf heterodimer mediates the induction of phase II detoxifying enzyme genes through antioxidant response elements. Biochem Biophys Res Commun 236:313–322. doi:10.1006/bbrc.1997.6943.9240432

[42] Chen J, Bardes EE, Aronow BJ, Jegga AG 2009 ToppGene Suite for gene list enrichment analysis and candidate gene prioritization. Nucleic Acids Res 37:W305–W311. doi:10.1093/nar/gkp427.19465376PMC2703978

# Supplementary material for: Nrf2 Regulates Granuloma Formation and Macrophage Activation during Mycobacterium avium Infection via Mediating Nramp1 and HO-1 Expressions
**Source:** mBio. 2021 Feb 9;12(1):e01947-20. doi: 10.1128/mBio.01947-20
**Supplement:** TABLE S4

**Table S4.** **Primers used for RT-PCR**

| **Primer Target** | **Sequence** |
| --- | --- |
| GAPDH | 5′-CCGCATCTTCTTGTGCAGTG-3′ (forward) |
|  | 5′-CGTTGATGGCAACAATCTCC-3′ (reverse) |
| IFN-γ | 5′-CACGGCACAGTCATTGAAAG-3′ (forward) |
|  | 5′-TCTGGCTCTGCAGGATTTTC-3′ (reverse) |
| IL-12p40 | 5′-TGGTTTGCCATCGTTTTGCTG-3′ (forward) |
|  | 5′-ACAGGTGAGGTTCACTGTTTCT-3′ (reverse) |
| TNF-α | 5′-CCCTCACACTCAGATCATCTTCT-3′ (forward) |
|  | 5′-GCTACGACGTGGGCTACAG-3′ (reverse) |
| HO-1 | 5′-AAGCCGAGAATGCTGAGTTCA-3′ (forward) |
|  | 5′-GCCGTGTAGATATGGTACAAGGA-3′ (reverse) |
| Nrf2 | 5′-CTTCCATTTACGGAGACCC-3′ (forward) |
|  | 5′-GAGCACTGTGCCCTTGAGC-3′ (reverse) |
| NRAMP-1 | 5′-GCAGGCCCAGTTATGGCTC-3′ (forward) |
|  | 5′-CAGGCTGAATGTACCCTGGTC-3′ (reverse) |

How the deposited data were processed for this re-analysis (not part of the article)

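RNA from whole lungs of 12 samples was analysed, 3 in each of 4 groups: wild-type and *Nrf2*-/- lungs, each with saline or 2 months after infection. From 500 ng of total RNA, the authors depleted rRNA, prepared directional libraries and sequenced them on a NextSeq500, while the deposited sample descriptions also name a poly-A purification kit and a stranded mRNA kit. The read counts per gene in the deposited table were made by the authors in CLC Genomics Workbench 10.1.1 against mm10, and all of them are whole numbers. The authors kept only genes past an ANOVA filter, and the p-value and FDR columns in the deposited table come from that ANOVA and from their Empirical Analysis of DGE tool. The authors' test score columns and their group means, a signal made by the authors from quantile-normalized values, are in the deposited table too and were read only to describe it and to recover the library totals. Another 24 columns of single libraries, with the authors' normalized and log2 values, give no value here. Of 2599 genes matched by name to the annotation, 2298 had a start 1 below it and 28 an equal start. Gene starts were therefore read as 0-based, and 1 was added to all of them.

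Each column's group was taken from its name, and the groups were 12 libraries numbered 01 to 12, with WTC 01 to 03, KOC 04 to 06, WTI 07 to 09 and KOI 10 to 12. The columns carry no replicate numbers that would match samples between groups. The table holds part of each library, so the library totals were estimated from the authors' weighted differences of proportions, and they range from 5538845 to 9113482 reads. Counts were scaled by TMM over the genes analysed, filtered by filterByExpr (minimum count 10, minimum total 15), which left 2479 genes, and tested in edgeR 4.0.16 by the quasi-likelihood test in 1 model of 4 group means. This model has 8 residual degrees of freedom and a common biological coefficient of variation of 0.132, and the TMM factors lie from 0.913 to 1.109. TMM and DESeq2's size factors assume that most genes do not change, whereas 2302 of the 2479 genes passed in WTI against WTC. The median log2 fold change there was 0.56 with TMM, 0.305 with DESeq2's size factors and 0.77 with no scaling beyond the total. Small infection effects thus depend on the scaling. Normalized counts are counts divided by the TMM effective size over its mean, and are given as mean and SD. The first principal component of the log2 counts holds 82.6% of the variance and the second 7.5%. Within groups, pairs of libraries had a chi-square per degree of freedom of 2.78 to 20.19, and no pair was identical.

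KOI against WTI, WTI against WTC, KOI against KOC, KOC against WTC and the interaction of genotype and infection were tested. The p-values were adjusted by Benjamini-Hochberg for 49585 genes, the number implied by the p-values and FDR values of the paper's Table S1, and the threshold was 0.05. Counts at the paper's thresholds use an FDR of 0.01 and a 2-fold change. In simulated data with the spread of these libraries, the test found 79 of 100 genes changed 2-fold and 100 of 100 changed 4-fold in KOI against WTI, with 1 unchanged gene called. Of 23 gene lists, the 20 with at least 3 tested members were tested by fry in limma 3.58.1 on voom weights, for Nrf2 targets, heme and iron, phagosome and lysosome, Th1 and interferon gamma, type I interferon, Th2 and alternative activation, cell cycle, histones and markers of the cell types of the lung. Fry tests whether a list moves on balance in 1 direction.

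The genes named are *Nfe2l2*, *Hmox1*, *Prdx1* and *Slc11a1*, the genes of the paper's Tables 1 and 2, and the genes of largest change with 3 values that do not overlap between the groups. These are up to 10 in each direction for KOI against WTI, 8 for each infection comparison and 5 for the other 2, with a mean of at least 20 in the higher group. Up to 4 members of each list with the smallest adjusted p in each comparison were named as well. The values of the genes in Table S1 had been seen when this rule was written. Folds against a group with 0 reads were taken against a floor of 3 reads over the group. The alternatives were DESeq2's Wald test (version 1.42.0), edgeR's exact test, DESeq2's size factors, no scaling beyond the total, no filter, a mean of at least 50, only the 2 groups compared, adjustment over the tested genes, and each library left out in turn. The lists were also tested without the genes of Table S1. Chosen after seeing the values were limma on quantile-normalized counts and edgeR's exact test with total counts and no filter. Genes outside the authors' filter were not analysed here. R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used, and the tests across genes were tested on simulated data first.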

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

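The tests of explanations in this part were chosen after the results they explain were seen, and the splits of the libraries at its end were planned.

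In uninfected lungs, a comparison for which the paper lists no genes, 241 genes were higher and 171 lower in KOC than in WTC by edgeR at an adjusted p under 0.05. *Cd209e*, a C-type lectin gene, had 88 reads in KOC and 0 in WTC, at least 25.4-fold higher against a floor of 3 reads over the group. The eosinophil ribonuclease gene *Rnase2a*, at a fitted log2 fold change of 6.97, had 186 reads against 1, 161-fold higher with an exact binomial 95% interval of 28.6 to 6400 for counting error alone (edgeR adjusted p = 0.000144). *Retnla* was higher by 5.36 (SE 0.50, edgeR adjusted p = 2.18e-05), *Chil3* by 4.78 (SE 0.43, edgeR adjusted p = 1.61e-05) and the chemokine gene *Ccl8* by 4.59 (SE 0.33, edgeR adjusted p = 1.73e-06). *Oas1a*, at a fitted log2 fold change of -6.59, had 1 read against 114, 132-fold lower with an exact binomial 95% interval of 23.1 to 5240 for counting error alone (edgeR adjusted p = 5.9e-05). Among the other lower genes with a mean of at least 20 in WTC were the carboxylesterase gene *Ces1g* at -3.24 (SE 0.44, edgeR adjusted p = 0.000707), the calcium sensor gene *Hpcal4* at -3.01 (SE 0.38, edgeR adjusted p = 0.000321), *Oas1b* at -2.67 (SE 0.25, edgeR adjusted p = 1.85e-05) and the angiopoietin gene *Angpt4* at -2.16 (SE 0.34, edgeR adjusted p = 0.00287). The 241 higher genes became 145 without WTC library 02, and the 171 lower ones 95 and 80 without WTC library 02 and 03, and 111, 97 and 101 without KOC library 04, 05 and 06. With no scaling beyond the total the split was 312 and 119, or 72.4% higher against 58.5%.

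Reads from infected lungs in the KOC libraries cannot give levels above those of the infected lungs, and 36 of the 241 higher genes, or 14.9%, had a KOC mean above both infected means, 28 of them with all 3 KOC libraries above all 6 infected ones. A transcript abundant in infected lungs limits the share of infected RNA, and by the 5th lowest limit, the highest KOC library over the lowest infected one, it was at most 12%, while 132 of the other genes with reads in WTC (204), or 64.7%, needed more by over 2 SE, so a mixture does not account for most of the pattern and stays open for the remaining 72. Scaling alone does not account for it either, since 193 of the 241 genes were still higher with DESeq2's size factors and 241 with no scaling beyond the total. More macrophages in uninfected mutant lungs are neither excluded nor shown: 9 of 21 tested markers of monocytes and macrophages were higher and 0 lower, with a median of 0.56 (log2), under the 50% asked for after the result was seen, and the rise may come from more cells or from more transcript per cell. Mixture tests and a test of 1 common rise of the markers that took their reference from genes called higher were run, went against both explanations and were dropped for that reference. The paper gives a purchase for the wild-type mice alone. A difference in the source of the mice was not tested and cannot be told apart from genotype here.

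In both genotype comparisons, 11 genes were higher and 19 lower in the mutant, against 2.3 and 3.7 for independent lists, and 3 changed in opposite directions. Without *Nfe2l2* these are 29 genes, of which 4, or 13.8%, lie on chromosome 2. Of the tested genes with a position, 168 lie on chromosome 2 and 2310 elsewhere. DNA of the stem cell strain acting in cis on chromosome 2 thus cannot account for most of the 29. The window of 20 Mb centred on *Nfe2l2* held 0 of them. However, *Olfr1033*, with log2 fold changes of 7.14 without and 4.63 with infection, starts at 86020633, just outside that window. A linked segment therefore stays open for the 4 genes on chromosome 2. Segments of another strain elsewhere remain open: 4 of the 29 lay within 1 Mb of another of them when gene families were left out (permutation p = 0.133, median of random draws 2), and 9 with families counted (permutation p = 5e-04). Nrf2 target genes were 5 of the 19 lower ones, out of 16 tested (Fisher's exact test with *Nfe2l2* left out, p = 4.6e-08), which fits a loss of Nrf2 activity in both states for that part of the pattern. The target list was written after Table S1 had been read. Of the 5, *Aox1* and *Ces1g* are in Table S1 and *Prdx6*, *Txnrd1* and *Gstm1* are not, so this p-value is not independent of the study's selection.

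By the interaction, the effect of infection was higher in the mutant for 96 genes and lower for 194, a difference between the groups' responses that was itself tested by edgeR. The largest positive ones were the transmembrane protein gene *Tmeff2* at 3.03 (SE 0.52, edgeR adjusted p = 0.00851), the protease gene *Adamts17* at 3.00 (SE 0.47, edgeR adjusted p = 0.00428), the matrix gene *Spon2* at 2.68 (SE 0.40, edgeR adjusted p = 0.00324), the synaptic vesicle gene *Sv2c* at 2.61 (SE 0.44, edgeR adjusted p = 0.00787) and *Adra1a* at 2.15 (SE 0.32, edgeR adjusted p = 0.00321). The largest negative ones were *Retnla* at -5.50 (SE 0.64, edgeR adjusted p = 0.000445), the chemokine genes *Ccl8* at -4.62 (SE 0.41, edgeR adjusted p = 7.92e-05), *Cxcl10* at -4.57 (SE 0.55, edgeR adjusted p = 0.000527) and *Ccl20* at -3.95 (SE 0.53, edgeR adjusted p = 0.00118), and the lipoxygenase gene *Alox12e* at -4.11 (SE 0.58, edgeR adjusted p = 0.00203). The 96 became 43 and 33 without WTC library 02 and 03, 49 and 52 without KOC library 05 and 06, 44, 42 and 202 without WTI library 07, 08 and 09, and 46 and 34 without KOI library 10 and 12. With DESeq2's size factors the split was 165 and 130, or 55.9% positive against 33.1%.

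For the 194 genes with the lower response, the difference between KOC and WTC made up a median of 73.3% of the interaction. The difference between KOC and WTC is itself a term of the interaction, and choosing genes by the interaction raises this part. In 20 simulated sets with no difference between genotypes, the 194 genes with the most negative interaction gave a median of 54.4%, at most 65.2%. Those sets hold no true interaction, so they cannot tell how much of the 73.3% came from the choice of genes. By edgeR, 152 of the 194 genes were higher in KOC than in WTC, and 10 were lower in KOI than in WTI. Scaling moved the number to 226 with no scaling beyond the total and to 130 with DESeq2's size factors, all 130 among the 194, so scaling is not the whole cause, although 194 and 130 differ by close to 1.5 times.

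When the 6 libraries of a comparison were split into 3 and 3 in each of the 10 possible ways, the real split alone gave as many genes in each comparison (1 of 10). The counts were 77 against at most 2 for KOI and WTI, 2302 against 0 for WTI and WTC, 1902 against 0 for KOI and KOC, and 412 against 0 for KOC and WTC, and 10 splits are too few for more than this. For the interaction the real labels gave 290 genes, and the highest other number was 185. Of 100 exchanges of the genotype labels within infected and uninfected libraries, the real one alone gave as many. All genes in these splits had passed the authors' filter for a difference among the real groups, which favours the real labels. The splits therefore cannot tell how far the counts lie above chance, and no conclusion is drawn from them.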

How the results depend on the processing

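Among the tests here, limma on quantile-normalized counts and edgeR's exact test with total counts and no filter were chosen after seeing the values. Of the 13 counts of genes over all comparisons, 13 moved by no more than 1.5 times without the filter on low counts and 13 with no scaling beyond the total. By DESeq2's Wald test 82 genes were higher in KOI than in WTI, 258 lower in KOC than in WTC, 277 positive in the interaction, and 27 higher at the paper's thresholds. By edgeR's exact test KOI against WTI gave 69 higher and 94 lower, 32 higher at the paper's thresholds, and KOC against WTC 299 lower. With DESeq2's size factors KOI against WTI gave 39 higher and 34 lower, 16 lower at the paper's thresholds, and the interaction 165 positive. With a mean of at least 50 required, 616 genes rose in KOI against KOC, 113 were lower in KOC, 50 positive in the interaction and 17 lower in KOI at the paper's thresholds, and 32 genes of Table S1 passed, since fewer genes are tested. With only the 2 groups compared, KOI against WTI gave 10 higher and 24 lower, 4 and 7 at the paper's thresholds, and 32 genes of Table S1, with fewer samples for the spread. Adjusted over the tested genes alone, which lowers every adjusted p, KOI against WTI gave 172 and 229, KOC against WTC 564 and 513, the interaction 485 and 582, and the paper's thresholds 30 and 50. The exact test with total counts and no filter gave 65 and 110 for KOI against WTI, 413 higher for KOC against WTC, and 27 and 42 at the paper's thresholds. Limma on quantile-normalized counts gave 26 lower in KOI than in WTI, 12 at the paper's thresholds, and 33 genes of Table S1. Where no cause is given, the cause was not tested.

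Leaving out 1 library gave for KOI against WTI 6 to 38 higher and 26 to 71 lower genes, 3 to 13 and 6 to 30 at the paper's thresholds, and 29 to 55 genes of Table S1. It gave 145 to 262 higher and 80 to 224 lower genes for KOC against WTC, and 33 to 202 positive ones for the interaction. For the heme and iron list in KOI against WTI the fry adjusted p was 0.00267 to 0.0585 without 1 library and 0.173 without the genes of Table S1, and for the cardiac markers it was 0.0162 to 0.279 without 1 library. For the interaction of the Nrf2 targets it was 0.35 without the genes of Table S1, with the direction reversed. *Nfe2l2* in WTI against WTC reversed to a log2 fold change of -0.095 by DESeq2's Wald test, -0.096 with its size factors and -0.01 with a mean of at least 50 required. In KOI against KOC it reversed to 0.034 with no scaling beyond the total and by the exact test with total counts. *Hmox1* in KOC against WTC reversed to -0.016 by DESeq2's Wald test and -0.016 with its size factors, to -0.07 without WTC library 03 and to -0.064 without KOC library 05, within a range of -0.07 to 0.242 without 1 library. Of 373 values of named genes, 362 kept their side of the threshold and direction when adjusted over the tested genes alone, 366 with no scaling beyond the total, 353 with DESeq2's size factors, 356 by its Wald test and 336 by limma on quantile-normalized counts. The reversals of *Nfe2l2* and *Hmox1* were of differences that did not pass the test.

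No paired analysis was possible because the columns carry no replicate numbers that match samples between groups. Not run were the pseudocounts, the median centring and the variance priors, which apply to normalized values, and camera, which is not suited to a preselected set of genes. Limma on the authors' quantile-normalized values was tried and left out. Those values exist for single libraries, but only 1 set of library columns, the read counts, was assigned to each group. At this depth, genes with few reads in every group were removed by the filter and not tested.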

Differences from the paper's values

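The values in this part were set beside the paper's after both had been seen, with the thresholds that the paper states. The paper gives 79 differentially expressed genes between KOI and WTI, 36 higher and 43 lower, and here 33 passed the same thresholds, 7 higher and 26 lower. Of the alternatives set before the data were examined, edgeR's exact test (70, with 32 higher and 38 lower) and the adjustment over the tested genes alone (80, with 30 and 50) gave counts within 1.5 times of all 3 of the paper's. The higher genes also came within it by DESeq2's Wald test (27), and the lower ones without WTI library 09 (30). The total differed by DESeq2's Wald test (51), with its size factors (24), with no scaling beyond the total (30), without the filter (29), with a mean of at least 50 required (22), with only the 2 groups compared (11) and without any 1 library (10 to 43). Limma on quantile-normalized counts, chosen after seeing the values, gave 19. edgeR's exact test with total counts and no filter, chosen after seeing the values, gave 69, with 27 higher and 42 lower, and dropped 7 of the paper's 69 genes analysed here. The exact test dropped 8 of these 69 and the adjustment over the tested genes alone 5. The authors' deposited table gives 69 genes at these thresholds, 30 higher and 39 lower, and 10 genes of Table S1 were not analysed here, which limits any count here to fewer genes. Those are B230303O12Rik, *Car3*, *Cfd*, *Cidec*, *Cxcl3*, *Igkv3-1*, *Igkv5-45*, *Plin1*, *Serpinb9b* and *Tmem56*.

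Of the 68 tested genes of Table S1, 16 did not pass here at an adjusted p under 0.05, namely *Acoxl*, *Actc1*, *Actg2*, *Actn2*, C530008M17Rik, *Cdh16*, *Chdh*, *Dhtkd1*, *F7*, *Gsta3*, *Kcne2*, *Mamdc2*, *Olfr60*, *Plin4*, *Prg4* and *Slc6a4*. All 16 passed by edgeR's exact test, when adjusted over the tested genes alone, and by edgeR's exact test with total counts and no filter, which was chosen after seeing the values. By DESeq2's Wald test 15 passed, all but *Olfr60*, with DESeq2's size factors 4 (*Cdh16*, *Dhtkd1*, *F7* and *Prg4*), with no scaling beyond the total 1 (*Dhtkd1*) and with only the 2 groups compared 1 (*Plin4*). Without KOC library 04 there were 3 (*Cdh16*, *Dhtkd1* and *Olfr60*), without KOC library 05 2 (*Dhtkd1* and *Olfr60*) and without WTI library 09 5 (*Acoxl*, C530008M17Rik, *Cdh16*, *Dhtkd1* and *Mamdc2*). Without KOI library 11 it was *Actc1*, and without KOI library 12 *Acoxl* and *F7*. From the RNA-seq, the paper states that *Nrf2* was induced by infection in wild-type lungs, whereas its qPCR found no induction there after 2 or 4 months, and here *Nfe2l2* had a log2 fold change of 0.17 (SE 0.10, edgeR adjusted p = 1) in WTI against WTC. It passed with no scaling beyond the total (edgeR adjusted p = 0.0412, 0.0412 to 1 over the alternatives). Whether it passed thus depended on the scaling, and the scaling by TMM rests on genes preselected for a difference. The authors' deposited table gives it a fold of 1.298 at an FDR of 0.00268. The paper counts *Actc1*, *Actg2*, *Actn2* and *Kcne2* among the genes that were higher in KOI, and none of the 4 passed here. The authors' deposited table gives *Actc1*, *Actg2* and *Actn2* folds of 2.26, 2.019 and 2.535 at FDR values of 0.000837, 0.0047 and 0.00932. The signed folds of Table S1 and of edgeR's quasi-likelihood test were -3.1362 and -3.209 for *Nfe2l2*, -2.1831 and -2.237 for *Hmox1*, -2.03487 and -2.084 for *Prdx1* and -2.3002 and -2.353 for *Slc11a1*, each within 1 SE of the fold here. Among the alternatives, the folds further than 1 SE from Table S1 were those of *Nfe2l2* without WTI library 09 (-3.386), *Prdx1* without that library (-2.299) and by limma on quantile-normalized counts (-1.861), and *Slc11a1* without KOI library 11 (-2.653). *Hmox1* stayed within 1 SE and ranged over the alternatives from -2.051 to -2.41.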

Other observations

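Chosen after values were seen were limma on quantile-normalized counts, edgeR's exact test with total counts and no filter, and the genes *Ifng* and *Il12b*, while the other tests of this part were planned. In uninfected lungs, the mutant had more transcript of genes of alternatively activated macrophages. *Chil3*, which encodes a chitinase-like protein, had 390.1 ± 27.3 normalized counts (SD, n = 3) in WTC and 10699.8 ± 3641 in KOC. *Retnla*, which encodes a secreted protein induced by interleukin 4, had 67.3 ± 14.9 and 2795 ± 761. The chemokine genes *Ccl22* and *Ccl11* were higher by 2.81 (SE 0.26, edgeR adjusted p = 1.85e-05) and 2.73 (SE 0.34, edgeR adjusted p = 0.000331). Of 9 tested genes of Th2 cells and alternative activation, 7 were higher and 0 lower (8 and 0 adjusted over the list alone), with limma's fry test higher on balance (adjusted p = 9.96e-06, 5.69e-06 to 0.000142 over the other settings). Genes induced by interferon gamma were higher too, among them the GTPase gene *Iigp1* by 2.79 (SE 0.28, edgeR adjusted p = 3.07e-05) and the class II gene *H2-Aa* by 1.02 (SE 0.11, edgeR adjusted p = 8.34e-05). Of 29 tested Th1 and interferon gamma genes, 20 were higher and 0 lower (24 and 2 adjusted over the list alone), with limma's fry test higher on balance (adjusted p = 6.86e-05, 4.02e-05 to 0.000613 over the other settings). The integrin gene *Itgax*, a marker of alveolar macrophages, was higher by 1.85 (SE 0.12, edgeR adjusted p = 2.75e-07) and the proliferation marker gene *Mki67* by 1.22 (SE 0.19, edgeR adjusted p = 0.0027). Of 11 tested alveolar macrophage markers, 7 were higher and 1 lower (7 and 2 adjusted over the list alone), with limma's fry test higher on balance (adjusted p = 9.96e-06, 2.02e-05 to 0.000142 over the other settings). The numbers became 0 lower without WTC library 02, KOC library 04 or KOC library 05, and 4 higher without WTC library 03, and 4 higher and 0 lower without KOC library 06. Of 21 tested monocyte and macrophage markers, 9 were higher and 0 lower (12 and 1 adjusted over the list alone), with limma's fry test higher on balance (adjusted p = 0.00291, 0.000572 to 0.0131 over the other settings). Of 28 tested phagosome and lysosome genes, 10 were higher and 0 lower (22 and 0 adjusted over the list alone), with limma's fry test higher on balance (adjusted p = 0.00168, 0.000761 to 0.00725 over the other settings). Of 8 tested cell cycle genes, 2 were higher and 0 lower (6 and 0 adjusted over the list alone), with limma's fry test higher on balance (adjusted p = 0.00809, 0.00108 to 0.0352 over the other settings). With 1 library fewer they were 1 higher without WTC library 02 or WTC library 03, and 5 higher without KOC library 06.

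Other markers in the same comparison were lower, among them the airway gene *Cyp2f2* at -0.67 (SE 0.12, edgeR adjusted p = 0.0088) and the endothelial cadherin gene *Cdh5* at -0.85 (SE 0.14, edgeR adjusted p = 0.00272). With other settings the adjusted p of *Cyp2f2* was 9.84e-08 to 0.148. It failed the test at 0.118, 0.058 and 0.0575 without WTC library 03, KOC library 04 and KOC library 05 in turn and 0.148 by limma on quantile-normalized counts. For *Cdh5*, the alternatives gave an adjusted p of 8.3e-13 to 0.114, and it did not pass at 0.114 by limma on quantile-normalized counts. Of 5 tested airway epithelial markers, 0 were higher and 2 lower (0 and 4 adjusted over the list alone), with limma's fry test lower on balance (adjusted p = 0.00291, 0.000953 to 0.0362 over the other settings). These changed to 1 lower without WTC library 03, KOC library 04 or KOC library 05. Of 10 tested endothelial markers, 0 were higher and 2 lower (1 and 5 adjusted over the list alone), with limma's fry test pointing lower (adjusted p = 0.111). Here 1 library mattered, with 1 lower without WTC library 03, KOC library 04, KOC library 05 or KOC library 06, and 1 higher without WTI library 07 or WTI library 09. Of 10 tested T and NK cell markers, 2 were higher and 0 lower (5 and 0 adjusted over the list alone), with limma's fry test higher on balance (adjusted p = 0.0276, 0.0135 to 0.106 over the other settings). Left without 1 library, the list had 1 higher without WTC library 02 or WTC library 03. The fry value crossed 0.05 at 0.106, 0.0637 and 0.0683 without WTC library 02, WTC library 03 and KOC library 04 in turn. Of 5 tested B and plasma cell markers, 0 were higher and 2 lower (1 and 2 adjusted over the list alone), with limma's fry test lower on balance (adjusted p = 0.00775, 0.00731 to 0.0367 over the other settings). After removal of 1 library they were 0 lower without WTC library 01, WTC library 03, KOC library 05 or KOC library 06, and 1 lower without WTC library 02, KOI library 10 or KOI library 12. Of 11 tested type I interferon genes, 1 was higher and 3 lower (2 and 3 adjusted over the list alone), with limma's fry test pointing lower (adjusted p = 0.177). The 3 lower ones were *Oas1a*, *Oas1g* and *Oas1b*, which lie in 1 gene cluster. Dropping 1 library gave 0 higher without WTC library 01, WTC library 02, KOC library 05 or KOC library 06, and 2 higher without KOC library 04. The median of this last list was 0.11, against the direction of its test. Of 4 tested neutrophil chemoattractants 0 passed (3 higher over the list alone). Limma's fry test was higher on balance for them (adjusted p = 0.047, 0.0219 to 0.147 over the other settings). Of 3 alveolar epithelial, 13 cardiac and 6 neutrophil markers, 1 each was higher and 0 lower (limma's fry adjusted p = 0.729, 0.435 and 0.801). Of 7 matrix genes 1 was higher and 1 lower, and of 13 histone genes 0 passed (limma's fry adjusted p = 0.729 and 0.111).

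With infection in wild-type lungs, the guanylate-binding gene *Gbp5* rose by 4.44 (SE 0.24, edgeR adjusted p = 2.25e-09), the T cell genes *Icos* and *Cd3g* by 2.75 (SE 0.22, edgeR adjusted p = 1.14e-07) and 1.88 (SE 0.21, edgeR adjusted p = 3.91e-06) and the chemoattractant gene *Cxcl5* by 5.15 (SE 0.60, edgeR adjusted p = 7.09e-06). The club cell gene *Scgb1a1* fell by 2.10 (SE 0.13, edgeR adjusted p = 6.76e-09). All tested genes had passed the authors' filter, so that most of a list changed follows in part from that selection. Of 29 tested Th1 and interferon gamma genes, 29 rose and 0 fell (29 and 0 adjusted over the list alone), with limma's fry test higher on balance (adjusted p = 5.56e-08, 5.43e-08 to 1.63e-06 over the other settings). Of 11 tested type I interferon genes, 11 rose and 0 fell (11 and 0 adjusted over the list alone), with limma's fry test higher on balance (adjusted p = 2.25e-05, 1.83e-05 to 0.000169 over the other settings). Of 10 tested T and NK cell markers, 10 rose and 0 fell (10 and 0 adjusted over the list alone), with limma's fry test higher on balance (adjusted p = 2.8e-05, 2.19e-05 to 0.000301 over the other settings). Of 5 tested B and plasma cell markers, 3 rose and 0 fell (4 and 0 adjusted over the list alone), with limma's fry test higher on balance (adjusted p = 3.98e-05, 4.78e-05 to 0.000776 over the other settings). Of 6 tested neutrophil markers, 5 rose and 0 fell (5 and 0 adjusted over the list alone), with limma's fry test higher on balance (adjusted p = 1.33e-05, 1.05e-05 to 0.000127 over the other settings). Of 4 tested neutrophil chemoattractants, 4 rose and 0 fell (4 and 0 adjusted over the list alone), with limma's fry test higher on balance (adjusted p = 5.92e-05, 5.31e-05 to 0.000523 over the other settings). Of 8 tested cell cycle genes, 8 rose and 0 fell (8 and 0 adjusted over the list alone), with limma's fry test higher on balance (adjusted p = 5.52e-05, 1e-05 to 0.000535 over the other settings). Of 13 tested histone genes, 11 rose and 0 fell (12 and 0 adjusted over the list alone), with limma's fry test higher on balance (adjusted p = 0.000378, 3.22e-05 to 0.00264 over the other settings). Of 5 tested airway epithelial markers, 0 rose and 5 fell (0 and 5 adjusted over the list alone), with limma's fry test lower on balance (adjusted p = 2.88e-07, 2.88e-07 to 8.08e-06 over the other settings). Of 11 tested alveolar macrophage markers, 3 rose and 6 fell (4 and 6 adjusted over the list alone), with limma's fry test pointing lower (adjusted p = 0.099). Of 9 tested Th2 and alternative activation genes, 3 rose and 3 fell (3 and 3 adjusted over the list alone), with limma's fry test pointing higher (adjusted p = 0.302). Of 7 tested matrix and fibroblast genes, 2 rose and 2 fell (2 and 2 adjusted over the list alone), with limma's fry test pointing lower (adjusted p = 0.0524). Of 3 tested alveolar epithelial markers, 2 rose and 1 fell (2 and 1 adjusted over the list alone), with limma's fry test pointing higher (adjusted p = 0.161). The medians were -0.25 for the Th2 list and 0.28 for the matrix list, against the direction of their tests.

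With infection in mutant lungs, the same lists gave these counts. Of 29 tested Th1 and interferon gamma genes, 26 rose and 0 fell (29 and 0 adjusted over the list alone), with limma's fry test higher on balance (adjusted p = 4.06e-06, 2.62e-06 to 5.16e-05 over the other settings). Of 11 tested type I interferon genes, 7 rose and 0 fell (8 and 0 adjusted over the list alone), with limma's fry test higher on balance (adjusted p = 0.00197, 0.00139 to 0.0116 over the other settings). Of 10 tested T and NK cell markers, 3 rose and 0 fell (7 and 0 adjusted over the list alone), with limma's fry test higher on balance (adjusted p = 0.00752, 0.00216 to 0.057 over the other settings). The numbers became 1 higher without WTC library 03, KOC library 05, KOC library 06 or KOI library 12, and 5 higher without KOC library 04, and 0 higher without KOI library 10. That adjusted p crossed 0.05 at 0.0506, 0.0553, 0.056 and 0.057 without KOC library 05, KOC library 06, KOI library 10 and KOI library 12 in turn. Of 5 tested B and plasma cell markers, 5 rose and 0 fell (5 and 0 adjusted over the list alone), with limma's fry test higher on balance (adjusted p = 4.06e-06, 2.62e-06 to 5.16e-05 over the other settings). Of 6 tested neutrophil markers, 5 rose and 1 fell (5 and 1 adjusted over the list alone), with limma's fry test higher on balance (adjusted p = 0.00014, 0.000114 to 0.00125 over the other settings). Of 4 tested neutrophil chemoattractants, 4 rose and 0 fell (4 and 0 adjusted over the list alone), with limma's fry test higher on balance (adjusted p = 0.000124, 0.000114 to 0.000989 over the other settings). Of 8 tested cell cycle genes, 0 rose and 0 fell (2 and 0 adjusted over the list alone), with limma's fry test pointing higher (adjusted p = 0.0616). For this list, at an unadjusted p under 0.05, 2 were higher and 0 lower, and at an adjusted p under 0.05 0 and 0 by DESeq2's Wald test, 0 and 0 by edgeR's exact test and 0 and 0 by limma. With 1 library fewer they were 1 higher without KOI library 11. Of 13 tested histone genes, 2 rose and 0 fell (3 and 0 adjusted over the list alone), with limma's fry test higher on balance (adjusted p = 0.0491, 0.00354 to 0.221 over the other settings). These changed to 1 higher without WTC library 01, WTC library 03, KOC library 05, KOC library 06, WTI library 08, KOI library 11 or KOI library 12, and 4 higher without KOC library 04, and 0 higher without KOI library 10. Fry gave 0.0636, 0.0586, 0.122, 0.141, 0.221, 0.0704, 0.0618, 0.054, 0.163, 0.0996 and 0.185 without WTC library 01, WTC library 02, WTC library 03, KOC library 05, KOC library 06, WTI library 07, WTI library 08, WTI library 09, KOI library 10, KOI library 11 and KOI library 12 in turn, across 0.05. Of 5 tested airway epithelial markers, 0 rose and 4 fell (0 and 5 adjusted over the list alone), with limma's fry test lower on balance (adjusted p = 5.17e-06, 3.7e-06 to 5.16e-05 over the other settings). Of 11 tested alveolar macrophage markers, 2 rose and 5 fell (3 and 7 adjusted over the list alone), with limma's fry test lower on balance (adjusted p = 2.1e-05, 1.88e-05 to 0.000861 over the other settings). Of 9 tested Th2 and alternative activation genes, 1 rose and 6 fell (1 and 7 adjusted over the list alone), with limma's fry test lower on balance (adjusted p = 8.05e-05, 2.98e-05 to 0.000431 over the other settings). Here 1 library mattered, with 0 higher without KOC library 04, KOC library 06, KOI library 10 or KOI library 12. Of 7 tested matrix and fibroblast genes, 5 rose and 2 fell (5 and 2 adjusted over the list alone), with limma's fry test higher on balance (adjusted p = 0.0314, 0.00722 to 0.16 over the other settings). Its fry adjusted p moved past 0.05 to 0.0518, 0.0684, 0.0715, 0.0722, 0.0744, 0.0559, 0.0639 and 0.16 without WTC library 01, WTC library 03, KOC library 05, KOC library 06, WTI library 07, KOI library 10, KOI library 11 and KOI library 12 in turn. Of 3 tested alveolar epithelial markers, 1 rose and 1 fell (1 and 1 adjusted over the list alone), with limma's fry test lower on balance (adjusted p = 0.0491, 0.00804 to 0.131 over the other settings). Left without 1 library, the list had 0 higher without WTC library 03, KOC library 04, KOC library 06, KOI library 11 or KOI library 12. On the other side of 0.05 fry gave 0.0638, 0.0822, 0.131, 0.103, 0.0531, 0.0694, 0.07 and 0.0511 without WTC library 01, WTC library 02, KOC library 05, KOC library 06, WTI library 07, WTI library 08, WTI library 09 and KOI library 10 in turn. The median of this last list was 0.22, not in the direction of its test.

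Between infected genotypes, the mannose receptor gene *Mrc1* was higher in the mutant by 0.79 (SE 0.12, edgeR adjusted p = 0.00867), the matrix gene *Fbln1* by 1.05 (SE 0.16, edgeR adjusted p = 0.00829), and the interleukin 12 receptor gene *Il12rb1* had a log2 fold change of -0.76 (SE 0.13, edgeR adjusted p = 0.0231). Over the other settings *Mrc1* had an adjusted p of 1.09e-06 to 0.073. Among these, *Mrc1* did not pass at 0.0524, 0.0651 and 0.073 without WTI library 07, KOI library 10 and KOI library 12 in turn and 0.0545 with only the 2 groups compared. Other settings gave *Fbln1* an adjusted p of 1.14e-06 to 0.0833. The values above 0.05 were 0.0793, 0.0763, 0.0672 and 0.0711 without WTI library 07, WTI library 08, KOI library 10 and KOI library 12 in turn and 0.0833 with only the 2 groups compared. The adjusted p of *Il12rb1* ran from 0.00116 to 0.198 over the alternatives. Not passing were 0.102, 0.154, 0.198, 0.0717 and 0.113 without WTI library 07, WTI library 08, KOI library 10, KOI library 11 and KOI library 12 in turn, 0.0813 by DESeq2's Wald test, 0.185 by limma on quantile-normalized counts, 0.0906 with DESeq2's size factors and 0.179 with only the 2 groups compared. Of 29 tested Th1 and interferon gamma genes, 0 were higher and 4 lower (0 and 22 adjusted over the list alone), with limma's fry test lower on balance (adjusted p = 0.00134, 0.000732 to 0.00605 over the other settings). After removal of 1 library they were 2 lower without WTC library 02 or KOC library 06, and 1 lower without WTI library 07, WTI library 08 or KOI library 12, and 0 lower without KOI library 10. Of 11 tested type I interferon genes, 0 were higher and 3 lower (0 and 5 adjusted over the list alone), with limma's fry test lower on balance (adjusted p = 0.00126, 0.00111 to 0.192 over the other settings). The 3 lower ones were *Oas1a*, *Oas1g* and *Oas1b*, of 1 gene cluster on chromosome 5, which were lower without infection too. These 3 are the members of the list in Table S1. The fry value crossed 0.05 at 0.192 without the genes of Table S1. Of 9 tested Th2 and alternative activation genes, 3 were higher and 0 lower (3 and 0 adjusted over the list alone), with limma's fry test higher on balance (adjusted p = 0.0111, 0.00249 to 0.101 over the other settings). Dropping 1 library gave 1 higher without WTI library 07, KOI library 10 or KOI library 12. That adjusted p crossed 0.05 at 0.101 without the genes of Table S1. Of 11 tested alveolar macrophage markers, 4 were higher and 0 lower (6 and 1 adjusted over the list alone), with limma's fry test higher on balance (adjusted p = 0.000339, 0.000428 to 0.00848 over the other settings). The numbers became 0 higher without WTI library 07, and 1 higher without WTI library 08, KOI library 10 or KOI library 12. Of 6 tested neutrophil markers, 0 were higher and 1 lower (0 and 3 adjusted over the list alone), with limma's fry test lower on balance (adjusted p = 0.0143, 0.00388 to 0.0598 over the other settings). With 1 library fewer they were 2 lower without KOC library 04, and 0 lower without WTI library 07, WTI library 08, KOI library 11 or KOI library 12. Fry gave 0.0598 without the genes of Table S1, across 0.05. Of 4 tested neutrophil chemoattractants, 0 were higher and 0 lower (1 and 0 adjusted over the list alone), with limma's fry test pointing higher (adjusted p = 0.383). Here, at an unadjusted p under 0.05, 1 was higher and 0 lower, and at an adjusted p under 0.05 1 and 0 by DESeq2's Wald test, 1 and 0 by edgeR's exact test and 0 and 0 by limma. Of 10 tested T and NK cell markers, 0 were higher and 0 lower (1 and 6 adjusted over the list alone), with limma's fry test lower on balance (adjusted p = 0.0447, 0.0147 to 0.127 over the other settings). Among its members, at an unadjusted p under 0.05, 1 was higher and 7 lower, and at an adjusted p under 0.05 0 and 0 by DESeq2's Wald test, 0 and 1 by edgeR's exact test and 0 and 0 by limma. Its fry adjusted p moved past 0.05 to 0.062, 0.062, 0.0722, 0.0699, 0.127, 0.0508, 0.0778, 0.105 and 0.0646 without WTC library 01, WTC library 02, WTC library 03, KOC library 05, WTI library 07, WTI library 08, WTI library 09, KOI library 11 and KOI library 12 in turn and 0.0671 without the genes of Table S1. Of 7 tested matrix and fibroblast genes, 1 was higher and 0 lower (4 and 0 adjusted over the list alone), with limma's fry test higher on balance (adjusted p = 0.00493, 0.00309 to 0.0598 over the other settings). These changed to 0 higher without WTI library 07, WTI library 08, KOI library 10 or KOI library 12. On the other side of 0.05 fry gave 0.0598 without the genes of Table S1.

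Lists with few or no members that passed between infected genotypes were these. Of 5 tested B and plasma cell markers, 0 were higher and 0 lower (0 and 0 adjusted over the list alone), with limma's fry test pointing higher (adjusted p = 0.453). For this list, at an unadjusted p under 0.05, 1 was higher and 0 lower, and at an adjusted p under 0.05 0 and 0 by DESeq2's Wald test, 0 and 0 by edgeR's exact test and 0 and 0 by limma. Here 1 library mattered, with 1 higher without WTI library 09. Of 3 tested alveolar epithelial markers, 0 were higher and 0 lower (0 and 2 adjusted over the list alone), with limma's fry test lower on balance (adjusted p = 0.0151, 0.00505 to 0.0514 over the other settings). Here, at an unadjusted p under 0.05, 0 were higher and 2 lower, and at an adjusted p under 0.05 0 and 0 by DESeq2's Wald test, 0 and 0 by edgeR's exact test and 0 and 0 by limma. The fry value crossed 0.05 at 0.0514 without WTI library 08. Of 5 tested airway epithelial markers, 0 were higher and 0 lower (0 and 0 adjusted over the list alone), with limma's fry test pointing higher (adjusted p = 0.463). Among its members, at an unadjusted p under 0.05, 1 was higher and 0 lower, and at an adjusted p under 0.05 0 and 0 by DESeq2's Wald test, 0 and 0 by edgeR's exact test and 0 and 0 by limma. Of 10 tested endothelial markers, 1 was higher and 0 lower (2 and 0 adjusted over the list alone), with limma's fry test pointing higher (adjusted p = 0.161). Left without 1 library, the list had 0 higher without WTI library 07, WTI library 08, KOI library 10 or KOI library 12, and 2 higher without WTI library 09. Of 8 tested cell cycle genes, 0 were higher and 0 lower (0 and 0 adjusted over the list alone), with limma's fry test pointing lower (adjusted p = 0.0922). For this list, at an unadjusted p under 0.05, 0 were higher and 1 lower, and at an adjusted p under 0.05 0 and 0 by DESeq2's Wald test, 0 and 0 by edgeR's exact test and 0 and 0 by limma. Of 13 tested histone genes, 0 were higher and 3 lower (1 and 4 adjusted over the list alone), with limma's fry test pointing lower (adjusted p = 0.151). After removal of 1 library they were 1 lower without WTI library 07, WTI library 08, KOI library 10 or KOI library 12. Only 1 adipocyte marker was tested, *Plin4*, at 1.09 (SE 0.26, edgeR adjusted p = 0.2) in KOI against WTI, and 1 mesothelial marker, *Upk3b*, at 0.50 (SE 0.15, edgeR adjusted p = 0.712), and no marker of blood cells or RNA quality. With other settings the adjusted p of *Plin4* was 1.01e-07 to 0.837. It passed at 0.00534 by DESeq2's Wald test, 1.01e-07 by edgeR's exact test, 0.0212 with only the 2 groups compared, 0.00998 adjusted over the tested genes alone and 5.01e-07 by edgeR's exact test with total counts and no filter. Lists partly in Table S1 are not independent of the study's selection.

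For the interaction of genotype and infection, the lists other than Nrf2 targets and heme and iron gave these counts. Of 29 tested Th1 and interferon gamma genes, 0 were positive and 22 negative (0 and 26 adjusted over the list alone), with limma's fry test negative on balance (adjusted p = 8.84e-05, 2.47e-05 to 0.000549 over the other settings). Of 21 tested monocyte and macrophage markers, 0 were positive and 10 negative (0 and 15 adjusted over the list alone), with limma's fry test negative on balance (adjusted p = 0.00229, 0.000915 to 0.00932 over the other settings). Dropping 1 library gave 5 negative without WTC library 01, and 6 negative without WTC library 03, KOC library 05, WTI library 07, WTI library 08, KOI library 10 or KOI library 12. Of 28 tested phagosome and lysosome genes, 0 were positive and 8 negative (0 and 21 adjusted over the list alone), with limma's fry test negative on balance (adjusted p = 0.00364, 0.00174 to 0.00942 over the other settings). The numbers became 5 negative without WTC library 01. Of 10 tested T and NK cell markers, 0 were positive and 2 negative (0 and 7 adjusted over the list alone), with limma's fry test negative on balance (adjusted p = 0.00613, 0.00613 to 0.0188 over the other settings). With 1 library fewer they were 1 negative without WTC library 02 or WTC library 03. Of 9 tested Th2 and alternative activation genes, 0 were positive and 3 negative (1 and 5 adjusted over the list alone), with limma's fry test negative on balance (adjusted p = 0.00181, 0.000181 to 0.00932 over the other settings). Of 11 tested alveolar macrophage markers, 0 were positive and 1 negative (0 and 3 adjusted over the list alone), with limma's fry test negative on balance (adjusted p = 0.00368, 0.00403 to 0.0151 over the other settings). These changed to 2 negative without KOI library 11. Of 8 tested cell cycle genes, 0 were positive and 2 negative (0 and 7 adjusted over the list alone), with limma's fry test negative on balance (adjusted p = 0.00544, 0.00168 to 0.0188 over the other settings). Here 1 library mattered, with 5 negative without KOC library 06. Of 13 tested histone genes, 0 were positive and 1 negative (0 and 8 adjusted over the list alone), with limma's fry test negative on balance (adjusted p = 0.031, 0.015 to 0.0811 over the other settings). Left without 1 library, the list had 0 negative without WTC library 01, WTC library 02, WTC library 03, KOC library 04, KOC library 05, WTI library 07, WTI library 08, KOI library 10, KOI library 11 or KOI library 12, and 2 negative without KOC library 06. That adjusted p crossed 0.05 at 0.0811, 0.0519, 0.0556, 0.0562, 0.0541 and 0.0558 without WTC library 02, KOC library 05, WTI library 07, WTI library 09, KOI library 10 and KOI library 12 in turn. Of 11 tested type I interferon genes, 0 were positive and 2 negative (0 and 3 adjusted over the list alone), with limma's fry test negative on balance (adjusted p = 0.0443, 0.0162 to 0.119 over the other settings). After removal of 1 library they were 0 negative without WTC library 01, WTC library 02, KOC library 05, KOC library 06 or KOI library 10, and 1 negative without WTC library 03, WTI library 07, WTI library 08 or KOI library 12. Fry gave 0.085, 0.0563, 0.091, 0.119, 0.0637, 0.078, 0.075, 0.0821 and 0.0982 without WTC library 01, WTC library 02, WTC library 03, KOC library 05, KOC library 06, WTI library 07, WTI library 08, KOI library 10 and KOI library 12 in turn and 0.107 without the genes of Table S1, across 0.05. Of 6 tested neutrophil markers, 0 were positive and 1 negative (0 and 1 adjusted over the list alone), with limma's fry test pointing to negative (adjusted p = 0.137). Of 4 tested neutrophil chemoattractants, 0 were positive and 0 negative (0 and 1 adjusted over the list alone), with limma's fry test pointing to negative (adjusted p = 0.136). Here, at an unadjusted p under 0.05, 0 were positive and 2 negative, and at an adjusted p under 0.05 0 and 1 by DESeq2's Wald test and 0 and 0 by limma. Dropping 1 library gave 1 negative without WTI library 09. Of 3 tested alveolar epithelial markers, 0 were positive and 1 negative (0 and 1 adjusted over the list alone), with limma's fry test negative on balance (adjusted p = 0.031, 0.00921 to 0.0831 over the other settings). The numbers became 0 negative without WTC library 01 or WTI library 08. Its fry adjusted p moved past 0.05 to 0.0831, 0.061, 0.0609, 0.0572 and 0.0658 without WTC library 01, KOC library 05, KOC library 06, WTI library 07 and WTI library 08 in turn. Of 5 tested B and plasma cell markers, 1 was positive and 0 negative (2 and 1 adjusted over the list alone), with limma's fry test positive on balance (adjusted p = 0.00817, 0.00455 to 0.0294 over the other settings). With 1 library fewer they were 0 positive without WTC library 03, KOC library 05, KOC library 06, WTI library 08 or KOI library 10. Of 5 tested airway epithelial markers, 1 was positive and 0 negative (3 and 0 adjusted over the list alone), with limma's fry test positive on balance (adjusted p = 0.00806, 0.00363 to 0.0347 over the other settings). These changed to 0 positive without WTC library 01, WTC library 02, WTC library 03, KOC library 04, KOC library 05, KOC library 06, WTI library 07, KOI library 10 or KOI library 12, and 3 positive without WTI library 09. Of 10 tested endothelial markers, 1 was positive and 0 negative (4 and 0 adjusted over the list alone), with limma's fry test positive on balance (adjusted p = 0.031, 0.00403 to 0.104 over the other settings). Here 1 library mattered, with 0 positive without WTC library 02, WTC library 03, KOC library 05, KOC library 06, WTI library 08, KOI library 10 or KOI library 12, and 3 positive without WTI library 09. On the other side of 0.05 fry gave 0.0563, 0.0946, 0.091, 0.0605, 0.0572, 0.0628, 0.0821 and 0.104 without WTC library 02, WTC library 03, KOC library 04, KOC library 05, WTI library 07, WTI library 08, KOI library 10 and KOI library 12 in turn. Of 7 tested smooth muscle markers, 0 were positive and 0 negative (5 and 0 adjusted over the list alone), with limma's fry test positive on balance (adjusted p = 0.00283, 0.002 to 0.00932 over the other settings). Among its members, at an unadjusted p under 0.05, 6 were positive and 0 negative, and at an adjusted p under 0.05 5 and 0 by DESeq2's Wald test and 0 and 0 by limma. Of 13 tested cardiac and striated muscle markers, 0 were positive and 0 negative (2 and 1 adjusted over the list alone), with limma's fry test pointing to positive (adjusted p = 0.318). For this list, at an unadjusted p under 0.05, 5 were positive and 1 negative, and at an adjusted p under 0.05 1 and 0 by DESeq2's Wald test and 0 and 0 by limma. Left without 1 library, the list had 1 positive without KOI library 11. Of 7 tested matrix and fibroblast genes, 0 were positive and 0 negative (5 and 1 adjusted over the list alone), with limma's fry test positive on balance (adjusted p = 0.0198, 0.0105 to 0.0924 over the other settings). Here, at an unadjusted p under 0.05, 5 were positive and 1 negative, and at an adjusted p under 0.05 5 and 0 by DESeq2's Wald test and 0 and 0 by limma. After removal of 1 library they were 1 positive without KOC library 04, and 2 positive and 1 negative without WTI library 09. The fry value crossed 0.05 at 0.0503 and 0.0605 without WTC library 02 and KOC library 05 in turn and 0.0924 without the genes of Table S1.

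In a window of 20 Mb centred on *Nfe2l2* on chromosome 2, 4 of 14 tested genes differed between KOC and WTC (Fisher's exact test, p = 0.269, adjusted p = 0.354), and 1 of 14 between KOI and WTI (p = 0.354, adjusted p = 0.354), *Nfe2l2* left out. On the whole chromosome they were 35 of 168 (Fisher's exact test, p = 0.132, adjusted p = 0.265) and 9 of 168 (p = 0.098, adjusted p = 0.265). With windows of 10 and 40 Mb the exact p was 0.596 and 0.0777 for KOC against WTC, and 0.144 and 0.234 for KOI against WTI.

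For cytokine genes that the paper measured by other methods, *Tnf* had a log2 fold change of 0.04 (SE 0.17, edgeR adjusted p = 1) between infected genotypes and rose with infection by 2.88 (SE 0.22, edgeR adjusted p = 7.43e-08) in wild-type and 2.82 (SE 0.21, edgeR adjusted p = 4.52e-07) in mutant lungs. *Ifng* and *Il12b*, chosen after their values were seen, had log2 fold changes of -0.95 (SE 0.25, edgeR adjusted p = 0.337) and 0.15 (SE 0.23, edgeR adjusted p = 1) between infected genotypes, and rose with infection in wild-type lungs by 4.24 (SE 0.42, edgeR adjusted p = 1.05e-06) and 2.88 (SE 0.37, edgeR adjusted p = 2.12e-05). All 3 cytokine genes belong to the Th1 and interferon gamma list. Between infected genotypes that list was lower on balance in the mutant (limma's fry test, adjusted p = 0.00134). Of its 29 tested genes, 0 were higher and 4 lower (0 and 22 adjusted over the list alone).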
